# Single-cell analysis of a high-grade serous ovarian cancer cell line reveals transcriptomic changes and cell subpopulations sensitive to epigenetic combination treatment

**DOI:** 10.1371/journal.pone.0271584

**Published:** 2022-08-03

**Authors:** Shruthi Sriramkumar, Tara X. Metcalfe, Tim Lai, Xingyue Zong, Fang Fang, Heather M. O’Hagan, Kenneth P. Nephew

## Abstract

Ovarian cancer (OC) is a lethal gynecological malignancy with a five-year survival rate of only 46%. Development of resistance to platinum-based chemotherapy is a common cause of high mortality rates among OC patients. Tumor and transcriptomic heterogeneity are drivers of platinum resistance in OC. Platinum-based chemotherapy enriches for ovarian cancer stem cells (OCSCs) that are chemoresistant and contribute to disease recurrence and relapse. Studies examining the effect of different treatments on subpopulations of HGSOC cell lines are limited. Having previously demonstrated that combined treatment with an enhancer of zeste homolog 2 inhibitor (EZH2i) and a RAC1 GTPase inhibitor (RAC1i) inhibited survival of OCSCs, we investigated EZH2i and RAC1i combination effects on HGSOC heterogeneity using single cell RNA sequencing. We demonstrated that RAC1i reduced expression of stemness and early secretory marker genes, increased expression of an intermediate secretory marker gene and induced inflammatory gene expression. Importantly, RAC1i alone and in combination with EZH2i significantly reduced oxidative phosphorylation and upregulated Sirtuin signaling pathways. Altogether, we demonstrated that combining a RAC1i with an EZH2i promoted differentiation of subpopulations of HGSOC cells, supporting the future development of epigenetic drug combinations as therapeutic approaches in OC.

## Introduction

Ovarian cancer (OC) is the fifth leading cause of death among U.S. women [1]. High grade serous OC (HGSOC) accounts for 70% of epithelial ovarian cancer (EOC) [1]. The standard of care for OC patients is debulking surgery followed by platinum-taxane based chemotherapy [2]. Although most patients are initially responsive to chemotherapy, many patients develop tumor recurrence and relapse that rapidly evolves into chemoresistant disease, which is universally fatal [3]. EOC, like most solid tumors, is composed of a diverse array of cell types and it is well established that tumor heterogeneity plays a key role in the progression of EOC [4]. Tumor heterogeneity including transcriptomic heterogeneity also contributes to therapy resistance [5]. Therefore, a better understanding of the tumor subpopulations in general, as well as the effects of treatments on different cell populations in the tumor, is imperative.

In OC, data from preclinical models as well as patient samples have strongly established that platinum-based chemotherapy enriches for drug resistant aldehyde dehydrogenase positive (ALDH+) ovarian cancer stem cells (OCSCs) [6] that contribute to tumor relapse and disease recurrence [7]. We and others have identified several targets that can be exploited to block the platinum driven enrichment of ALDH+ OCSCs [6, 8–13]. In a recent study, we demonstrated that combination treatment of enhancer of zeste homolog 2 inhibitor (EZH2i) and an inhibitor targeting small GTPase RAC1 inhibited the survival of ADLH+ OCSCs *in vitro* [9]. In addition, we demonstrated that this combination treatment inhibited tumor growth and increased the sensitivity of HGSOC cells to platinum agents *in vivo* [9]. Although transcriptomic analysis of whole-cell populations showed genes and pathways altered by coadministration of EZH2i and RAC1i [9], it is likely that the treatments also altered both the number of cells and gene expression in subpopulations of cells within the whole-cell population.

Traditional transcriptomic analysis in biomedical research using bulk RNA-seq is state-of-the-art for studying gene expression and trends of whole cell populations. However, to detect biologically meaningful changes in gene expression in subpopulations of cells that make up a small percentage of the total tumor population, single cell RNA-sequencing (scRNA-seq) is currently used. ScRNA-seq is capable of capturing the transcriptomics of each individual cell and provides meaningful insight when used in primary samples and cancer cell lines [14–17]. scRNA-seq has the potential to identify key differences in cellular phenotypes and uncover molecular mechanisms that regulate tumor heterogeneity [18, 19]. For example, using scRNA-seq of primary, relapsed and metastatic OC, CYR61+ cells were identified that can be used as a biomarker of EOC recurrence and could be a therapeutic target [20]. However, to date, scRNA-seq analysis of cell lines representing HGSOC is lacking, and knowledge on baseline transcriptomes and treatment-induced OC cell line heterogeneity at the single cell level is limited.

In the current study, we utilized scRNA-seq to further investigate the effect of combining inhibitors of EZH2 and RAC1 (EZH2i and RACi) on OC cell heterogeneity. With the high resolution of the scRNA-seq transcriptomic analysis, we identified key subpopulations related to OCSCs. We showed that RAC1i treatment either alone or combined with EZH2i significantly increased the number of cells in subpopulations associated with cell differentiation and development and changed gene expression of stemness and secretory markers. Furthermore, the scRNA-seq analysis identified a subpopulation of cells marked by expression of inflammatory genes, which were more uniformly expressed following treatment with RAC1i. This study is the first report of single-cell analysis of a HGSOC cell line and the impact of epigenetic and small GTPase inhibitor combination therapy on HGSOC subpopulations.

## Materials and methods

### Cell culture

OVCAR3, a representative HGSOC cell line, was maintained at 37°C and 5% CO_2_ as described previously [6, 9]. This cell line was authenticated by ATCC in 2018. OVCAR3 cells were cultured in DMEM 1X (Gibco, #11995065) containing 10% FBS (R&D Systems, #S11150) without antibiotics. OVCAR3 cells used in the study were passaged for less than 15 passages. 50 mM stock solution of RAC inhibitor (NSC23766, Sigma #553502) was made in DMSO. 5 mM stock solution of EZH2 inhibitor (GSK126, Biovision #2282) was made in DMSO. For all the experiments using these inhibitors, an equivalent amount of DMSO or RAC1i or EZH2i or combination of both was added to cells and incubated for 48 hrs at 37°C and 5% CO_2._

### Antibodies

Anti-OVGP1 (Abcam, #ab74544), Anti-Ki-67 (Cell Signaling Technology (CST), #9449S), Alexa- Fluor 488 (CST, #4412), Alex-Fluor 594 (CST, #8890).

### Single cell RNA-seq

Approximately 10,000 cells per sample were targeted for input to the 10X Genomics Chromium system using the Chromium Next GEM Single Cell 3’ Kit v3.1 at the Indiana University School of Medicine (IUSM) Center for Medical Genomics satellite core in Bloomington. The libraries were sequenced at the IUSM Center for Medical Genomics using a NovaSeq 6000 with a NovaSeq S2 reagent kit v1.0 (100 cycles) with approximately 450 million read pairs per sample. To generate the count matrices, 10X Genomics Cell Ranger (v4.0.0) with default settings and genome assembly, GRCh38 (2020-A) were used. The scripts used for the scRNA-seq analysis are available on Github (https://github.com/timlai4/agnes_scRNA). The resulting matrices were inputted into Seurat (v3.1.5) for further processing, including batch correction using canonical correlation-based alignment analysis. The quality of the data was assessed using various metrics, including the ratio of mitochondrial transcript content to the number of detected genes for each cell. Cells with low gene counts (less than or equal to 1000 genes), high mitochondrial content (greater than 20% mtRNA), or low complexity score (less than or equal to 0.8) were removed, resulting in approximately 7500–10000 remaining cells per sample. Using the built-in Seurat function *CellCycleScoring*, the cell-cycle stages were determined through analysis of pre-annotated genes. UMI counts of the remaining cells were normalized using SCTransform [21] regressing out cell cycle and mitochondrial effects. Dimension reduction via Principal Component Analysis (PCA) [22] was then performed on the integrated data followed by a Leiden-based clustering method [23] (Wilcoxon rank-sum test; FDR < 0.05 and Log Fold Change > 0.4). To visualize the clusters, we used UMAP [22] dimension reduction to display the points in 2D.

To compare the proportional differences in cell populations between two conditions, we used *scProportionTest* an R library [14] (https://github.com/rpolicastro/scProportionTest/releases/tag/v1.0.0).

### JC-1 staining

1 X 10^6^ OVCAR3 cells were cultured in 100 mm plates for 48 hours. After 48 hours, cells were treated with respective doses of DMSO, 50 μM RAC1i, 5 μM EZH2i or combination of RAC1i and EZH2i for 48 hours. Following the incubation, JC-1 staining was performed as the manufacturer’s instructions. JC-1 (Thermo Fisher, #T3168) stock solutions were made in DMSO at 5 mg/ml concentration. Appropriate amount of JC-1 was added to cells such that the final concentration was 2 μg/ml and the samples were incubated for 30 minutes at 37°C and 5% CO_2._ After the incubation, cells were collected and analyzed by flow cytometry as described previously [6].

### Flow cytometry

LSR II Flow Cytometer (BD Biosciences) was used for the analysis of JC-1stained samples. J-monomers and J-aggregates was measured using 488nm excitation and the signal was detected using AF488 (green) and PE-A (red), respectively.

### Immunofluorescence

2 X 10^5^ OVCAR3 cells were cultured in 6-well plates on coverslips and incubated for 48 hours. After 48 hours, cells were treated with EZH2i, RAC1i, combination of EZH2i and RAC1i or an equivalent amount of DMSO for 48 hours and then immunofluorescence was performed. Cells were fixed with 4% paraformaldehyde in PBS. Following fixation, cells were permeabilized with 0.5% Triton-X in PBS and blocked with 1% BSA in PBST (PBS + 0.1% Tween 20). After blocking cells were incubated with anti-OVGP1 (Abcam, #ab74544) and Ki-67 (CST, #9449S) for 1 hour at RT. This was followed by incubation with Alex fluor conjugated secondary antibodies. Prolong Gold Antifade with DAPI (CST, #8961) was used for mounting coverslips.

### Imaging

All the images were acquired using the Leica SP8 scanning confocal system with the DMi8-inverted microscope and Leica LASX software (Leica Microsystems). Images were taken using 63X, 1.4NA oil immersion objective at room temperature. Images were processed using Image J (National Institutes of Health, Bethesda, MD).

## Results

### Single cell RNA-sequencing identifies subpopulations of cells in a HGSOC cell line

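Data were collected from OVCAR3, an established human cell line of high-grade serous ovarian cancer (HGSOC), after 48 hours of treatment with DMSO, with 50 μM RAC1i or with 50 μM RAC1i and 5 μM EZH2i (Combo). RAC1i is NSC23766, which blocks the activation of the small GTPase RAC1, and EZH2i is GSK126, which blocks the histone methyltransferase EZH2. Each condition was 1 library of single cells, so there were no replicates and no test between conditions was possible. The library of EZH2i alone was not analysed here. The authors used Cell Ranger to count unique molecular identifiers (UMIs), which mark captured mRNA molecules, on the genes of GRCh38 in each cell, and deposited these counts without normalization. The deposited counts held 10071 cell barcodes for DMSO, 11772 for RAC1i and 9757 for Combo. The filters stated in the methods (over 1000 genes, at most 20% mitochondrial UMIs and a complexity score over 0.8) kept 7531, 10215 and 8239 cells, where the paper's S3 Table reports 7530, 10207 and 8232. More than 20% of the UMIs were mitochondrial in 1592 DMSO barcodes (15.8%), 534 RAC1i barcodes (4.54%) and 508 Combo barcodes (5.21%). The kept cells held 199063947 UMIs for DMSO, 234969742 for RAC1i and 212792113 for Combo, with a median of 26750, 20989 and 24953 UMIs per cell. The median number of genes per cell was 5433, 4307 and 4620. Expression was calculated as the UMIs of a gene summed over the cells of a library, or of a cluster within it, divided by all UMIs of those cells and multiplied by 1e6 (CPM). Intervals are exact 95% intervals (Poisson for a CPM, conditional for a ratio of 2 CPM values and Clopper-Pearson for a share of cells) and cover counting error only, not the variation between cultures. On this scale the median log2 ratio to DMSO was −0.20 over 8778 genes for RAC1i and −0.17 over 8745 genes for Combo, which is the level of a gene that moved with the median of all genes. It was −0.11 and −0.08 after scaling by TMM.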

To better understand the effects of the RAC1i and EZH2i on subpopulations of HGSOC cells, we performed scRNA-seq using the HGSOC cell line OVCAR3 (Fig 1). Following batch correction and dimension reduction, eleven cell clusters were identified and visualized using UMAP (Fig 1A). 

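The 3 libraries were clustered again from the counts of the kept cells, without the EZH2i library. SCTransform was run on each library with the cell cycle scores and the mitochondrial share regressed out, the libraries were aligned by canonical correlation over 3000 genes, and Leiden clustering was run on 30 principal components. The paper's text does not give the resolution of the clustering, and 11 clusters were first reached at a resolution of 0.4. They held between 611 and 6112 cells. At the same resolution, seeds 2, 3, 5 and 6 of the algorithm gave 11 clusters and seed 4 gave 12. Scrublet, a caller of doublets (droplets with more than 1 cell), marked 0 of 7531 DMSO cells, 0 of 10215 RAC1i cells and 1 of 8239 Combo cells. At these numbers the caller has not worked, so no doublets were removed.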

For each cluster, the most significant markers across all the samples were generated (see S1 Table for top genes enriched in each cluster). Metascape analysis was performed on marker genes positively associated with the different clusters to identify pathway enrichment [24] (Fig 1B–1E, S2 Table). Metascape analysis revealed that cluster 2 was enriched in genes involved in development and differentiation and cluster 5 was enriched in immune response markers, while cluster 4 and 8 showed enrichment of cell cycle and DNA repair genes (Fig 1B–1D). 

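The rebuilt clusters were named from the top genes of S1 Table, as chosen before the counts were seen. A name required at least 2 of its markers among the 10 genes with the highest fold in the cluster and a marker median of at least 0.5 on the log2 scale, and these thresholds were set after seeing the data. Because the clusters were rebuilt, their numbers are not those of Fig 1A and their names can differ from the paper's. Cluster 3 (5143 cells, median of 13512 UMIs per cell) was CDD-like from 4 markers, MT2A, MT1X, GADD45B and MT1F, and its leading genes also held the inflammatory gene TNFAIP3. Cluster 4 (1654 cells, median of 28650 UMIs) was immune-like from 6 markers, CXCL8, CXCL2, CXCL1, CLDN1, IL6 and IER3. Cluster 6 (1221 cells, median of 37107 UMIs) was cell cycle/DNA repair-like from 2 histone genes, HIST2H2AC and HIST1H4C. No cluster of the main clustering received the name of the paper's cell division cluster, but this depended on the settings. A cell division-like cluster was found at the same resolution with seed 4 (110 cells), with 15 clusters (113 cells) and without integration (1351 cells, 15 of them DMSO cells). Leaving marker genes and genes that differed over 2-fold between libraries out of the clustering gave 2 of them among 10 clusters (417 and 300 cells).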

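Clusters 8 and 9 of the rebuilt clustering, with 1016 and 934 cells, were OXPHOS 7-like. The markers among their leading genes were PLCG2, MT-ND6 and MTRNR2L12 in cluster 8 and PLCG2 and KCNQ1OT1 in cluster 9. MTRNR2L12 is a nuclear copy of mitochondrial rRNA, and its UMIs cannot be told apart here from those of mitochondrial transcripts. The median mitochondrial share of UMIs was 6.21% in cluster 8 and 6.98% in cluster 9, against 1.28% to 2.75% in the other clusters. These medians pool libraries that differ in this share, with medians over all kept cells of 5.60% in DMSO, 1.66% in RAC1i and 1.58% in Combo. They do not show the share within each library. The cells of clusters 8 and 9 were shallow, with a median of 5915 and 4718 UMIs. The depth differed between libraries within them, with a median in cluster 8 of 15622 UMIs for DMSO, 6202 for RAC1i and 4148 for Combo. No cluster of the main clustering received the name of OXPHOS cluster 6. An OXPHOS 6-like cluster was found with seeds 2, 3 and 5 (1101, 1078 and 354 cells) and with 8 clusters (851 cells). Without integration the cluster of this name (5837 cells) was 99.6% DMSO cells and held 77.2% of the DMSO library. There the name went to most of a library and not to a part of its cells.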

Interestingly, cluster 6 and 7 showed enrichment of genes involved in mitochondrial oxidative phosphorylation (OXPHOS) (Fig 1E). Clusters 1, 3, 9 and 10 were mostly defined by negative enrichment of certain genes within the given cluster relative to the other clusters and therefore could not be assessed by Metascape analysis. These subpopulations were subsequently assigned as miscellaneous (misc.) clusters.

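Among the rebuilt clusters, cluster 2 (5994 cells) was Misc 1-like, cluster 7 (1108 cells) Misc 3-like, cluster 10 (670 cells) Misc 4-like and cluster 11 (611 cells) doublets-like. Cluster 1 (6112 cells) was nearest to Misc 2 but had 1 of its markers among the 10 leading genes and stayed without a name. It held 24.1% of DMSO cells (1814 of 7531, 23.1–25.1%), 23.3% of RAC1i cells (2380 of 10215, 22.5–24.1%) and 23.3% of Combo cells (1918 of 8239, 22.4–24.2%). The median UMIs of the doublets-like cells, 27937, were below those of clusters 1, 4, 5, 6 and 7.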

**Fig 1:**
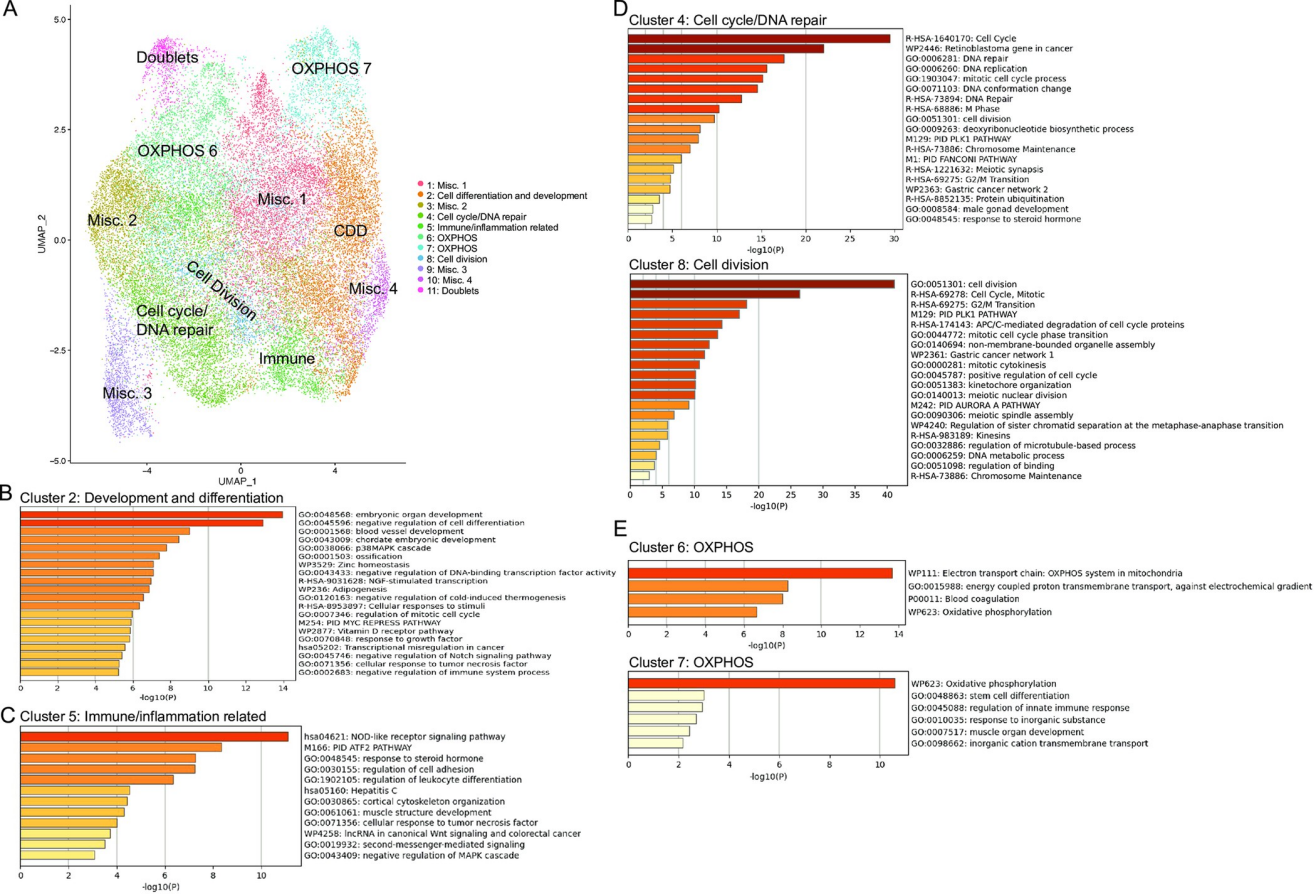
Single cell analysis identifies cell subpopulations in a HGSOC cell line. (A) Uniform Manifold Approximation and Projection for Dimension reduction (UMAP) dot plot of cells from all samples colored by cluster. (B-E) Enriched pathways identified by Metascape analysis of positively associated marker genes in clusters 2 (B), 5 (C), 4 and 8 (D), and 6 and 7 (E).

### RAC1 inhibition induces changes in the proportion of cells in different clusters

UMAP visualization revealed that all clusters were present in each treatment group but differed in relative proportion (Fig 2A and 2B, S3 Table). 

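Each of the 11 rebuilt clusters held cells of all 3 libraries. The smallest part was 104 RAC1i cells in the Misc 4-like cluster and the largest 2475 RAC1i cells in the CDD-like cluster. The library with the most cells in a cluster made up between 36.7% of it (cell cycle/DNA repair-like) and 66.7% (Misc 4-like, from DMSO). This mixing depended on the processing. The clustering without integration also left out SCTransform and its regression of cell cycle scores and mitochondrial share, so the part of the alignment alone was not tested. Without integration, clusters 1, 6 and 9 held 0 DMSO cells, clusters 3, 7 and 10 held 1 each, and 99.6% of cluster 2 came from DMSO. In the main clustering the Misc 1-like share was 26.9% in DMSO (25.9–27.9%), 22.1% in RAC1i (21.3–22.9%) and 20.8% in Combo (19.9–21.7%). The cell cycle/DNA repair-like share was 5.95%, 4.15% and 4.24%, and the doublets-like share was 3.85%, 1.69% and 1.80%. Between 3 and 9 of the 10 leading genes of each cluster differed over 2-fold between libraries, so these shares can move with the expression of those genes as well as with the number of cells of a kind.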

Treatment with 50 μM RAC1i alone induced significant changes in the proportion of cells in clusters 2:Cell differentiation and development (CDD) and 10:Misc 4 compared to DMSO treated cells (Fig 2C). 

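In the rebuilt clustering the CDD-like share in RAC1i over that in DMSO was 1.79 on the log2 scale. Without integration of the libraries, the setting that moved it most, 0 of 7531 DMSO cells were CDD-like, and the log2 ratio was at least 9.58, the lower end of its exact interval. The Misc 4-like cluster held 5.94% of DMSO cells (447 of 7531, 5.41–6.49%) and 1.02% of RAC1i cells (104 of 10215, 0.833–1.23%), a log2 ratio of −2.54. This ratio was −1.66 with 15 clusters and −7.70 without integration. No Misc 4-like cluster was found with 8 clusters, with seed 3, or when markers and genes that differed over 2-fold were left out. For 8 of the 10 leading genes of the Misc 4-like cluster expression differed over 2-fold between libraries, so no change in the number of such cells is read from the shares.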

RAC1i and EZH2i (5 μM) combination induced similar changes in cluster 2:CDD and 10:Misc 4 relative to DMSO and decreased the proportion of cells in cluster 9:Misc. 

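The Misc 4-like share in Combo was 1.44% (119 of 8239, 1.20–1.73%), a log2 ratio to DMSO of −2.04. The log2 ratio of the CDD-like share was 1.89. The Misc 3-like cluster held 4.13% of DMSO cells (311 of 7531, 3.69–4.60%), 5.70% of RAC1i cells (582 of 10215, 5.26–6.16%) and 2.61% of Combo cells (215 of 8239, 2.28–2.98%). The log2 ratio of the Misc 3-like share in Combo to that in DMSO was −0.66 and stayed between −0.69 and −0.61 over 5 other seeds and with 8 or 15 clusters. It was −1.02 when the 8% of cells with the highest Scrublet scores were left out, a setting chosen after seeing the data. Expression of 4 of its 10 leading genes differed over 2-fold between libraries.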

3. However, no significant changes to the proportion of cells in the various clusters were observed after EZH2i treatment alone (Fig 2B). In the CDD cluster, treatment with RAC1i alone or in combination with EZH2i increased the cell proportions from 7% to approximately 25% of the entire cell population while EZH2i alone had no effect on this cluster (Fig 2B), suggesting that RACi treatment altered differentiation.

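The CDD-like cluster held 7.00% of DMSO cells (527 of 7531, 6.43–7.60%), 24.2% of RAC1i cells (2475 of 10215, 23.4–25.1%) and 26.0% of Combo cells (2141 of 8239, 25.0–26.9%). The intervals of the treated libraries lie above that of DMSO, but 9 of the 10 leading genes of this cluster differed over 2-fold between libraries, so the cells were also clustered without marker genes and without the genes that differed over 2-fold between libraries. The CDD-like share was then 18.7% in DMSO (1408 of 7531, 17.8–19.6%), 22.9% in RAC1i (2337 of 10215, 22.1–23.7%) and 23.3% in Combo (1920 of 8239, 22.4–24.2%). Of the 527 DMSO cells of the CDD-like cluster, 87 (16.5%) were CDD-like in both clusterings, against 55.5% of the RAC1i cells and 55.3% of the Combo cells. Of the cells that were CDD-like without these genes, 6.18% in DMSO, 58.8% in RAC1i and 61.7% in Combo were so in the main clustering. Genes of a population whose share changes can be among those left out, so the closer shares do not separate expression from cell number. The share in DMSO also depended on the seed of the algorithm. Over seeds 2 to 6 it ranged from 0.943% to 18.2%, while RAC1i ranged from 12.6% to 31.8% and Combo from 13.7% to 33.5%. Under each of these seeds the share was higher in RAC1i and in Combo than in DMSO. CDD-like cells had fewer UMIs than the other cells of their library, with a median of 18577 against 27304 in DMSO, 12295 against 24338 in RAC1i and 14265 against 29388 in Combo.

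**Figure D1:**
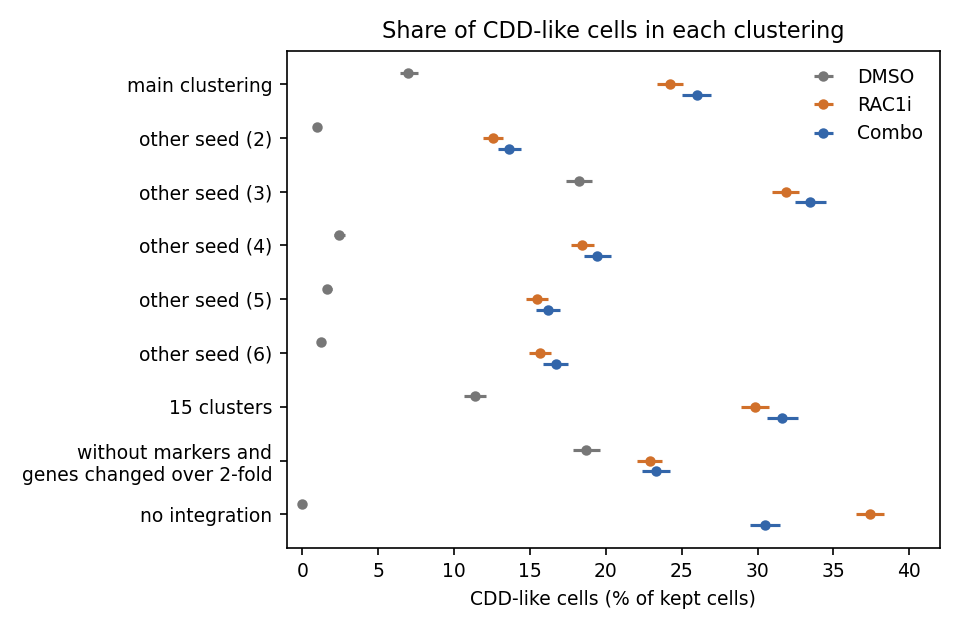
Share of kept cells (%) in CDD-like clusters for each library, in the main clustering and in its alternatives, with exact binomial 95% intervals as bars. The 3 libraries lie closest together in the clustering without markers and changed genes, at 18.7%, 22.9% and 23.3%. Genes of a population whose share changes can be among those left out, so this does not separate expression from cell number.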

**Fig 2:**
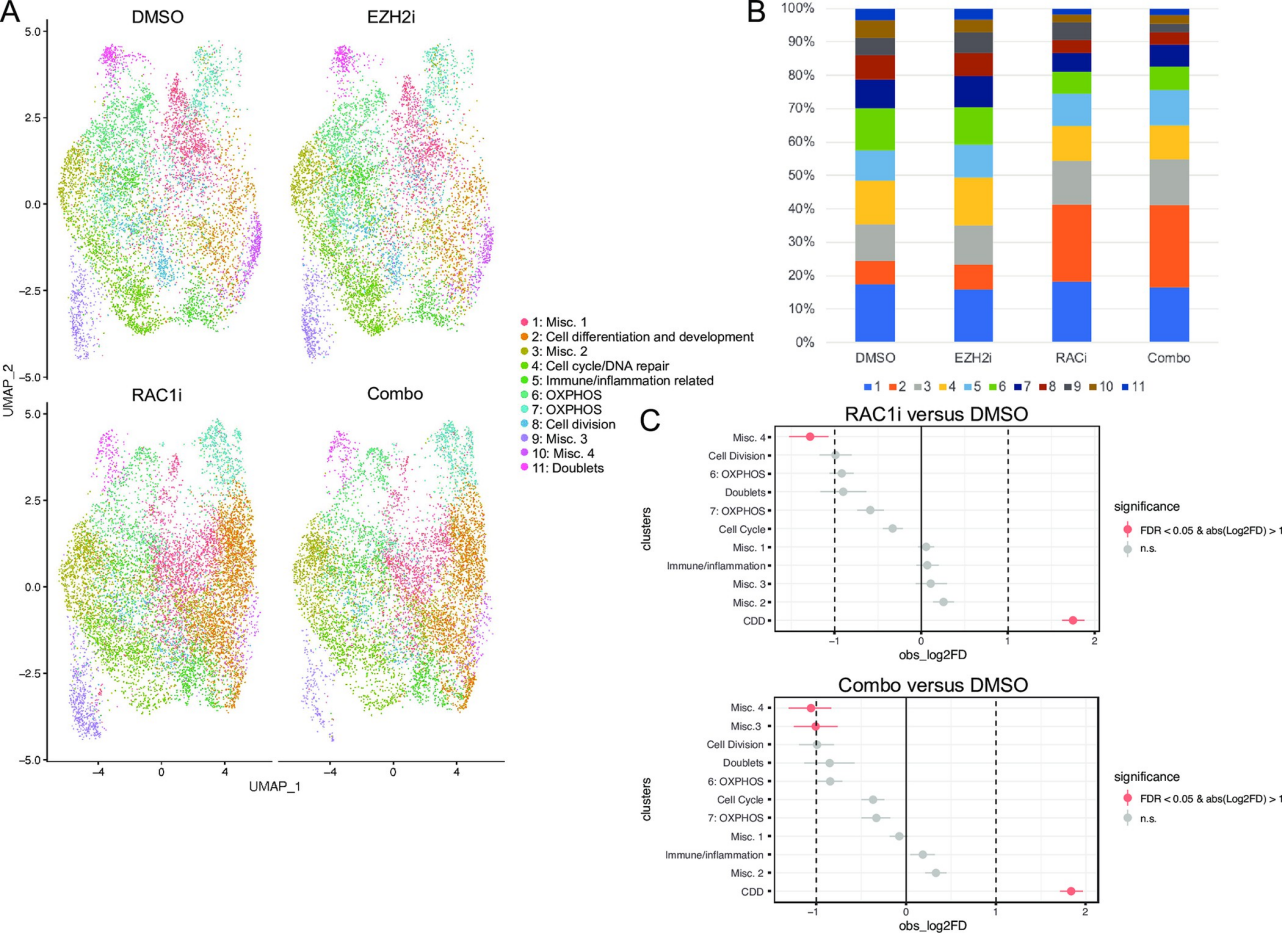
RAC1i treatment changes the relative proportion of cells in different clusters. (A) Individual UMAP dot plots of DMSO, EZH2i (GSK126, 5 μM, 48H), RAC1i (NSC23766, 50 μM, 48H), and Combo (RAC1i + EZH2i) scRNA-seq samples colored by cluster. (B) Relative proportion of cells in each cluster for each sample type. (C) Relative differences in cell proportions for each cluster between RAC1i versus DMSO and combo treatment versus DMSO. Red clusters have an FDR < 0.05 and mean | Log2 fold enrichment | > 1 compared with the normal colon (permutation test; n   10,000).

### RAC1 inhibition induces uniform expression of inflammatory marker genes

Cluster 5 was enriched for expression of genes involved in the immune response. Because inflammation and the immune response contribute to EOC, we examined this cluster more closely and identified the genes that were driving this classification, including chemokines, *CXCL1*, *CXCL2*, *CXCL3*, and *CXCL8*. 

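CXCL1 (ENSG00000163739), CXCL2 (ENSG00000081041), CXCL3 (ENSG00000163734) and CXCL8 (ENSG00000169429) are protein-coding genes on chromosome 4 of GRCh38. CXCL1 spans 73869393 to 73871308 and CXCL8 spans 73740519 to 73743716, both on the forward strand. CXCL2 spans 74097040 to 74099196 and CXCL3 spans 74036589 to 74038807, both on the reverse strand. In the DMSO library the kept cells held 8867 UMIs of CXCL1, 1279 of CXCL2, 864 of CXCL3 and 677 of CXCL8. Because CXCL1, CXCL2 and CXCL8 are among the markers that gave the immune-like cluster its name, their excess in that cluster is built into the clustering. CXCL1, CXCL2 and CXCL3 are paralogs, and the share of reads that the authors' counting left out as ambiguous between them is not known.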

UMAP blots for these genes indicated that in DMSO and EZH2i only samples, these genes were predominantly only expressed in cluster 5, our identified immune cluster (Fig 3). 

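In DMSO treated cells CXCL1 was at 331 CPM (321–340) in the immune-like cluster and at 21.0 CPM (20.4–21.7) in all other cells. Because the other cells were many more, they held 43.6% of the CXCL1 UMIs of this library. CXCL2 was at 38.0 CPM inside and 3.83 CPM outside, CXCL3 at 21.1 and 2.96 CPM, and CXCL8 at 35.1 and 0.794 CPM. After each cell was thinned to 5000 UMIs, which left out 806 DMSO cells, 53.8% of the immune-like cells (234 of 435, 49.0–58.6%) and 7.27% of the other DMSO cells (457 of 6290, 6.64–7.94%) had a CXCL1 UMI. The unthinned shares were 77.5% and 20.0%, at a median of 33894 and 26185 UMIs per cell. The thinned shares outside the cluster were 1.57% for CXCL2, 1.24% for CXCL3 and 0.382% for CXCL8. Free RNA in the droplets adds UMIs to cells that do not express a gene, and in a culture of a single cell line no cell type that should lack these genes could serve as its measure.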

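The CXCL1 level summed over all kept cells was 44.5 CPM in DMSO (43.6–45.5), 439 CPM in RAC1i (436–442) and 251 CPM in Combo (249–253). The ratio to DMSO was 9.85 for RAC1i (9.64–10.1) and 5.64 for Combo (5.51–5.76). On the log2 scale these ratios were 3.30 and 2.49, and the setting that moved them most, the mean over cells of CPM, gave 3.49 and 2.74. In the immune-like cluster CXCL1 rose from the level in DMSO to 1934 CPM in RAC1i (1913–1955) and 1200 CPM in Combo (1184–1217). Outside this cluster it was at 319.7 CPM in RAC1i (317–322) and 168 CPM in Combo (166–170). After thinning to 5000 UMIs, which left out 1015 RAC1i and 885 Combo cells, 55.0% of RAC1i cells outside the cluster (4702 of 8556, 53.9–56.0%) and 39.6% of Combo cells outside it (2694 of 6796, 38.5–40.8%) had a CXCL1 UMI. Unthinned, these shares were 76.3% and 64.7%, at a median of 20668 and 24464 UMIs per cell. The level outside the cluster was 6.36% of that inside in DMSO (6.10–6.63%), 16.5% in RAC1i (16.3–16.7%) and 14.0% in Combo (13.8–14.2%), so it did not stay at a fixed fraction of the level inside.

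**Figure D2:**
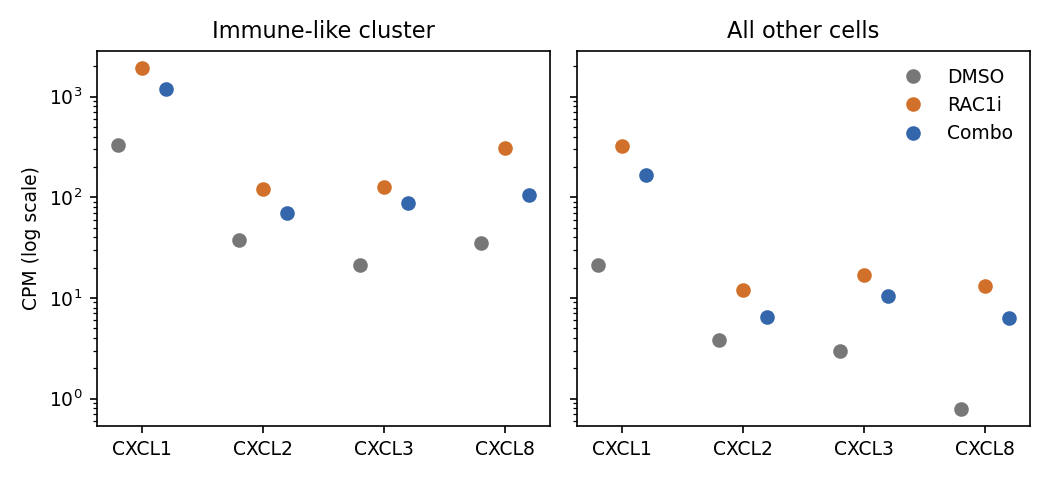
Expression (CPM, log axis) of CXCL1, CXCL2, CXCL3 and CXCL8 in the immune-like cluster (left) and in all other cells (right) for the 3 libraries, a point per library. Each gene is highest in RAC1i and lowest in DMSO in both panels, as for CXCL1 outside the cluster at 21.0, 319.7 and 168 CPM in DMSO, RAC1i and Combo.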

Following RAC1i treatment alone or in combination with EZH2i, *CXCL1* expression increased in cluster 5 but became more apparent in the other clusters as well (Fig 3A). 

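In the immune-like cluster CXCL2 was at 121 CPM in RAC1i (116–127) and 69.8 CPM in Combo, CXCL3 at 128 CPM (122–133) and 87.4 CPM, and CXCL8 at 309.9 CPM (302–318) and 106 CPM. All of these lie above the levels in DMSO. Outside the cluster CXCL2 was at 12.03 CPM in RAC1i and 6.41 CPM in Combo, CXCL3 at 16.9 and 10.4 CPM, and CXCL8 at 13.2 and 6.26 CPM. Thinned to 5000 UMIs, the share of RAC1i cells outside the cluster with a UMI was 5.20% for CXCL2 (4.74–5.69%), 8.17% for CXCL3 (7.60–8.77%) and 3.95% for CXCL8 (3.55–4.38%). The unthinned shares were 15.4%, 22.4% and 10.4%. In DMSO the thinned shares outside the cluster were lower, at 1.57%, 1.24% and 0.382%. The level outside over that inside was 10.1% in DMSO (9.00–11.3%) and 9.92% in RAC1i (9.36–10.5%) for CXCL2. For CXCL3 it was 14.1% (12.2–16.2%) and 13.2% (12.6–14.0%). More cells outside had a UMI of these genes, but no rise of the level outside beyond a fixed fraction of that inside was detectable. For CXCL8 the level outside over that inside was 2.26% in DMSO (1.87–2.72%) and 4.25% in RAC1i (4.06–4.45%).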

*CXCL2*, *CXCL3*, and *CXCL8* expression also increased in cluster 5 following RAC1i treatment, with some additional positive cells in the other clusters as well (Fig 3B–3D). The increase in CXCL1, but not CXCL2 or CXCL3, expression was detectable in bulk OVCAR3 cells (S1A Fig). This data suggests that even though RAC1i treatment did not alter the proportion of cells in cluster 5, it did increase expression of marker genes associated with cluster 5 both in that cluster and in other cells in the population.

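The immune-like cluster held 5.83% of DMSO cells (439 of 7531, 5.31–6.38%), 6.36% of RAC1i cells (650 of 10215, 5.90–6.85%) and 6.86% of Combo cells (565 of 8239, 6.32–7.43%). The log2 ratio to DMSO was 0.13 for RAC1i, and it depended on the clustering, with 1.35 at 15 clusters, −0.14 at 8 clusters and 0.62 to 0.82 over the other 5 seeds. Expression of 8 of the 10 leading genes differed over 2-fold between libraries, so no change or constancy of the number of these cells is read from the shares. Cluster 5, which was nearest to the immune class through FLG, CD70 and UCA1 but stayed without a name, held 9.36% of DMSO cells (705), 4.12% of RAC1i cells (421) and 4.81% of Combo cells (396). CXCL1 was higher in RAC1i than in DMSO in 11 of 11 rebuilt clusters, with ratios from 5.85 in the immune-like cluster to 24.8 in the doublets-like cluster, each interval above 1. CXCL2 and CXCL3 were also higher in RAC1i in 11 of 11 clusters, and CXCL8 in the 10 clusters with a CXCL8 UMI in DMSO. In Combo, CXCL2 was above DMSO beyond its interval in 6 clusters and below it in 1, cluster 5, with a ratio of 0.405 (0.260–0.612).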

**Fig 3:**
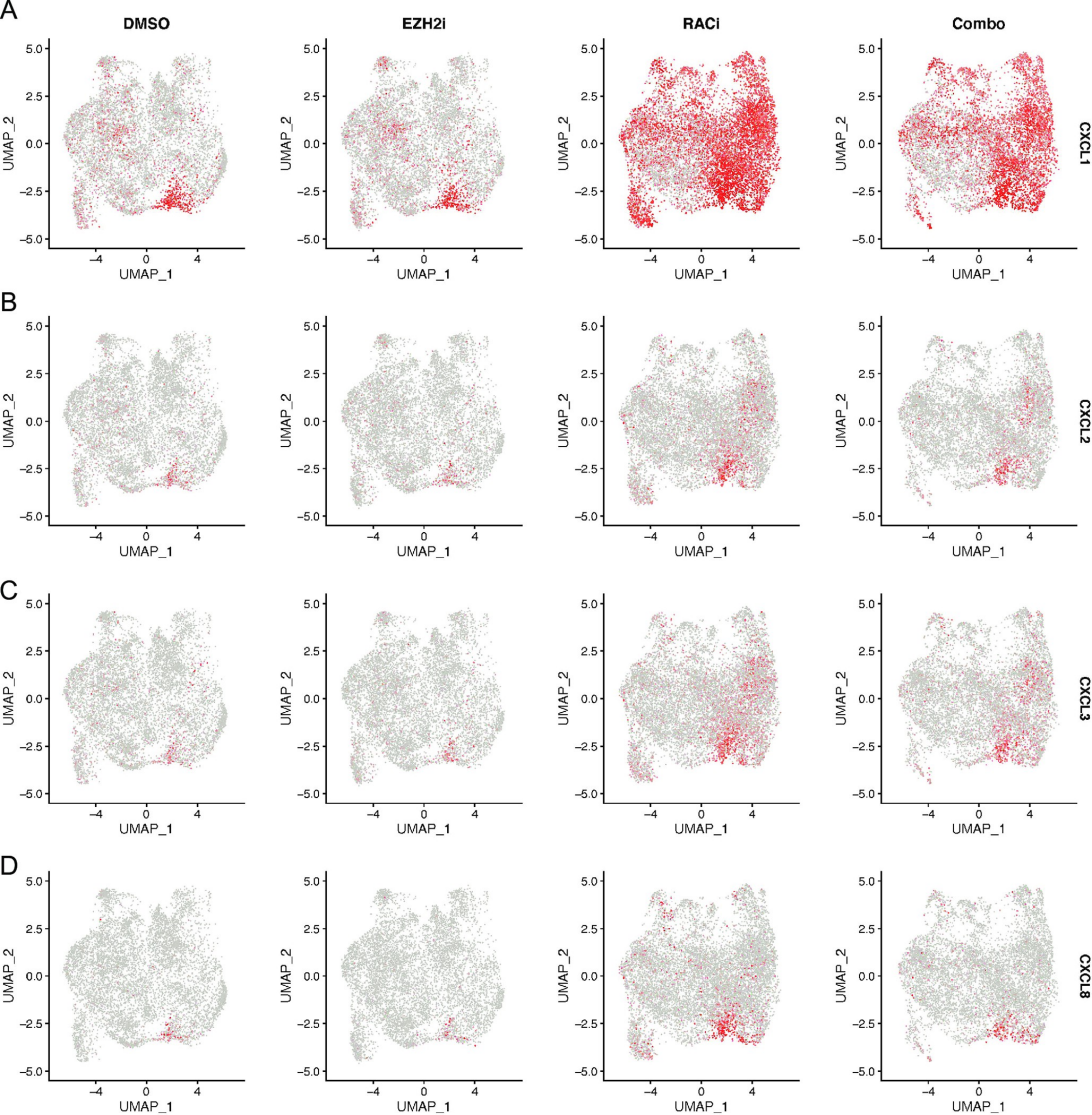
RAC1i treatment results in broader expression of inflammatory genes. (A-D) UMAP dot plots of normalized expression values of CXCL1 (A), CXCL2 (B), CXCL3 (C) and CXCL8 (D) in the indicated sample types.

### RAC1i treatment decreases oxidative phosphorylation

As the proportion of cells in cluster 2:CDD after RAC1i and combination treatment markedly increased, it was of interest to identify pathways in this cluster that changed with treatment. To this effect, we compared cluster 2 gene expression in EZH2i, RAC1i and combination treatment to the control. IPA analysis revealed that RAC1i and combination treatment resulted in significant downregulation of oxidative phosphorylation (OXPHOS), cholesterol biosynthesis and estrogen receptor signaling and upregulation of the Sirtuin signaling pathways in cluster 2 when compared to cluster 2 DMSO treated samples (Fig 4A, S4 Table). In contrast, cholesterol biosynthesis was upregulated in cluster 2 following EZH2i treatment alone compared to DMSO (Fig 4A, S4 Table). 

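Gene lists written before the counts were seen were compared in the CDD-like cluster as the median log2 ratio of CPM plus 1, over the genes with at least 10 CPM in the higher of the 2 libraries. Each median was placed among 10000 random lists of as many genes matched on mean expression, as a description of these libraries. In this cluster the median of all genes was itself at −0.35 in RAC1i and −0.36 in Combo, against 0.03 and 0.07 after scaling by TMM. The 20 cholesterol biosynthesis genes had a median of −1.87 in RAC1i and −1.52 in Combo, below all of the random lists, and 20 of 20 were lower in each, with the largest fall for HMGCS1 at −2.92 in RAC1i. The 13 OXPHOS genes encoded in the mitochondrial genome had a median of −1.16 in RAC1i, with 13 of 13 lower, and −1.14 in Combo, with 11 of 13 lower, again below all of the random lists. The setting that moved this median most took every deposited barcode, inside the cluster or not, and gave −1.93 in RAC1i. Over all kept cells the median was −1.68 in RAC1i, so part of this move comes from leaving the cluster. The 37 nuclear genes of complex I had a median of −0.25 in RAC1i (percentile 15.4) and −0.15 in Combo (percentile 38.4), among the random lists, and the median was 0.07 in RAC1i and 0.22 in Combo after scaling by TMM. The 43 nuclear genes of complexes II to V had a median of −0.07 (percentile 38.1) and 0.01 (percentile 56.5), and 0.26 and 0.38 after scaling by TMM. S4 Table gives the molecules behind each IPA row, and the copy used here lacks some rows of Fig 4A, so its rows are only tallied. The study chose these molecules on the same libraries. Of the 22 molecules of the Combo OXPHOS row, 20 were lower than in DMSO, as were 11 of 11 and 10 of 10 in the RAC1i and Combo cholesterol rows and 43 of 49 and 27 of 34 in the estrogen receptor rows. Of the 49 in the RAC1i estrogen receptor row, 25 were OXPHOS genes, all of them lower.

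**Figure D3:**
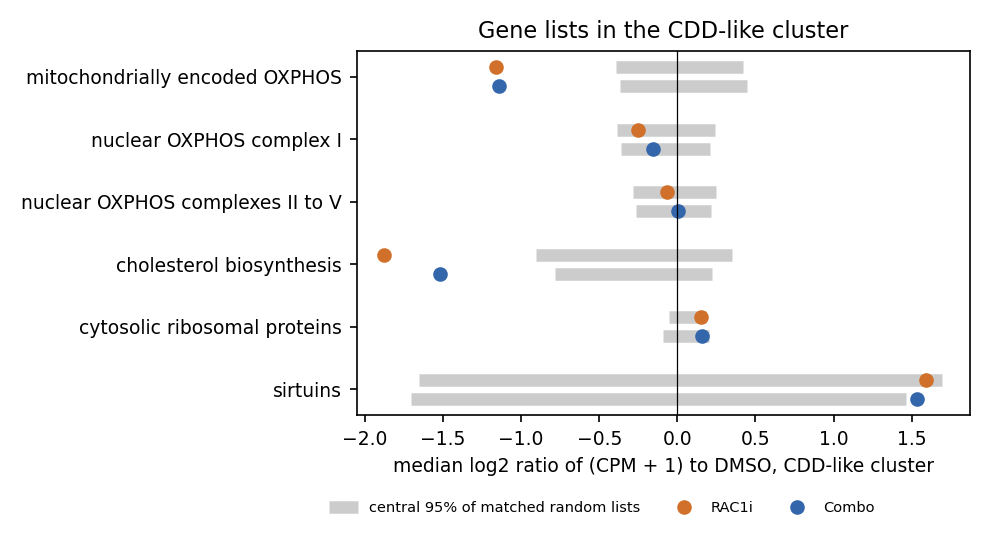
Median log2 ratio to DMSO of CPM plus 1 in the CDD-like cluster (x axis) for 6 gene lists, as points for RAC1i and Combo, with the central 95% of matched random lists as grey bars. The cholesterol biosynthesis and mitochondrially encoded OXPHOS medians lie below their bars at −1.87 and −1.16 in RAC1i, while the nuclear OXPHOS medians lie within theirs and change sign in RAC1i with the scaling.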

EIF2 signaling was increased and decreased in EZH2i and RAC1i single treatment samples, respectively, and not altered in the combination treatment cluster 2 cells. 

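Of the 28 molecules of the RAC1i row for EIF2 signaling in S4 Table, 19 were lower and 9 higher in RAC1i than in DMSO within the CDD-like cluster, with a median log2 ratio of −0.70. An EIF2 row for Combo and the EZH2i library were not analysed here. Genes of cytosolic ribosomal proteins, many of which IPA counts in EIF2 signaling, had a median log2 ratio of 0.15 in RAC1i over 82 genes, of which 57 were higher, and 0.16 in Combo, of which 56 were higher. These medians lie at percentiles 93.6 and 91.0 of matched random lists, within their central 95%, and were 0.48 and 0.53 after scaling by TMM.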

To validate the decrease in OXPHOS following RAC1i treatment, we used JC-1, a lipophilic cationic dye, which is commonly used to measure mitochondrial membrane potential (ΔΨ_M_), a surrogate for OXPHOS [25]. In cells with normal ΔΨ_M_ and healthy mitochondria, JC-1 will spontaneously aggregate and form red fluorescent J-aggregates; however, in cells with defective ΔΨ_M_, JC-1 does not form aggregates and retains its green fluorescence [26]. Treatment of HGSOC cell line OVCAR3 with RAC1i for 48 hours followed by JC-1 increased green fluorescence intensity (Fig 4B), consistent with our IPA analysis. 

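The Sirtuin signaling row of S4 Table lists 58 molecules for RAC1i, of which 57 were found by name in the counts. In the CDD-like cluster 7 of them were higher in RAC1i than in DMSO and 50 were lower, and the lower ones included 25 OXPHOS genes. The IPA activation z-score of this row, 3.162, rests on the expected direction of each change. Counts of higher and lower genes do not measure it, so they do not test the paper's upregulation. By log2 ratio of CPM plus 1, SIRT7 ranked at 6 of the 57 with 1.65, from 46.8 CPM in DMSO (42.8–51.1) to 149 CPM in RAC1i (145–153). The genes with larger ratios were GADD45B at 5.91, TNF at 5.78, GADD45G at 3.69, CRTC2 at 2.54 and GADD45A at 2.16. In the Combo row SIRT7 ranked at 5 of 41, at 177 CPM (173–182). Of the 7 sirtuins, 4 reached 10 CPM in this cluster, with a median log2 ratio of 1.59 in RAC1i and 1.53 in Combo, and among these the largest rise was that of SIRT4 at 2.43 and 2.41 and the only fall that of SIRT2 at −1.13 and −0.68. With no minimum CPM the median over all 7 was −0.12 in RAC1i and 0.34 in Combo, so its sign in RAC1i rests on the minimum.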

In the identified Sirtuin signaling pathway enriched following RAC1i treatment, *SIRT7* was the most highly upregulated gene. Therefore, we examined *SIRT7* expression across the different clusters and treatment groups. 

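SIRT7 (ENSG00000187531) is a protein-coding gene on chromosome 17 of GRCh38, from 81911939 to 81921323 on the reverse strand, and encodes a NAD-dependent deacylase of the nucleolus. Over all kept cells it was at 43.4 CPM in DMSO (42.5–44.3), 202.5 CPM in RAC1i (201–204) and 220.5 CPM in Combo (219–222). The ratio to DMSO was 4.66 for RAC1i (4.56–4.77) and 5.08 for Combo (4.96–5.20). SIRT7 was higher than in DMSO in 11 of 11 rebuilt clusters, beyond the interval of each ratio. The ratios ranged from 3.18 in the CDD-like cluster to 6.28 in the cell cycle/DNA repair-like cluster for RAC1i, and from 3.79 to 6.65 in the same clusters for Combo. In DMSO its level differed 1.34-fold between the lowest and the highest cluster.

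**Figure D4:**
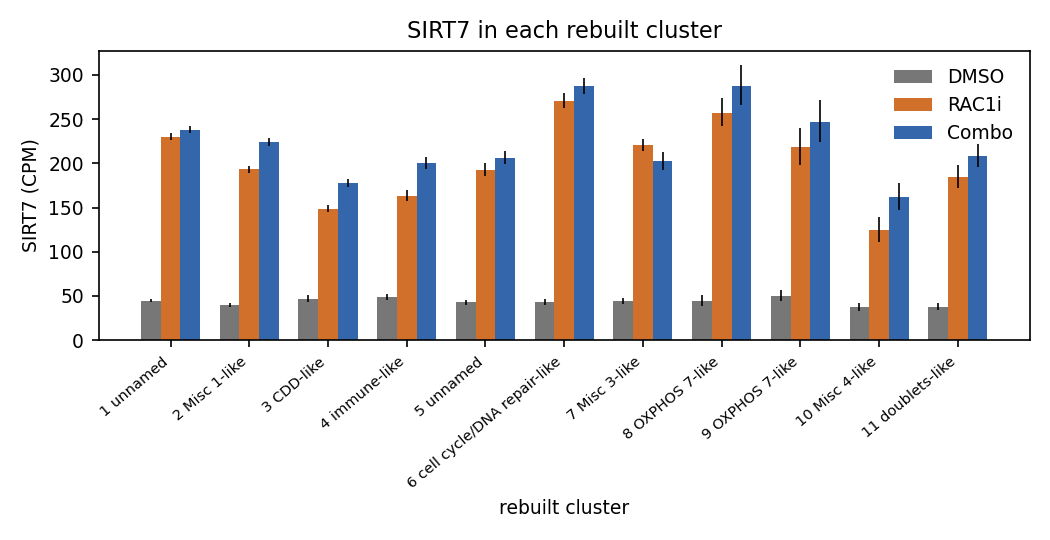
SIRT7 expression (CPM) in each of the 11 rebuilt clusters for the 3 libraries, as bars with exact Poisson 95% intervals. DMSO stays between 37.4 and 50.2 CPM, below RAC1i (125 to 271 CPM) and Combo (161 to 288 CPM) in every cluster.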

Treatment with RAC1i alone or in combination with EZH2i induced *SIRT7* expression when compared to treatment with EZH2i alone or DMSO in all cell clusters (Fig 4C). UMAP plots and RT-qPCR of bulk OVCAR3 cells also confirm the induction of *SIRT7* in RAC1i only and combination treatment compared to EZH2i treatment alone or DMSO (Fig 4C, S1B Fig).

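After thinning to 5000 UMIs, 18.7% of DMSO cells (1258 of 6725, 17.8–19.7%) had a SIRT7 UMI, against 57.4% of RAC1i cells (5280 of 9200, 56.4–58.4%) and 61.8% of Combo cells (4542 of 7354, 60.6–62.9%). Unthinned, the shares were 57.4%, 84.9% and 87.2%. The bulk RT-qPCR and the EZH2i library were not analysed here.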

**Fig 4:**
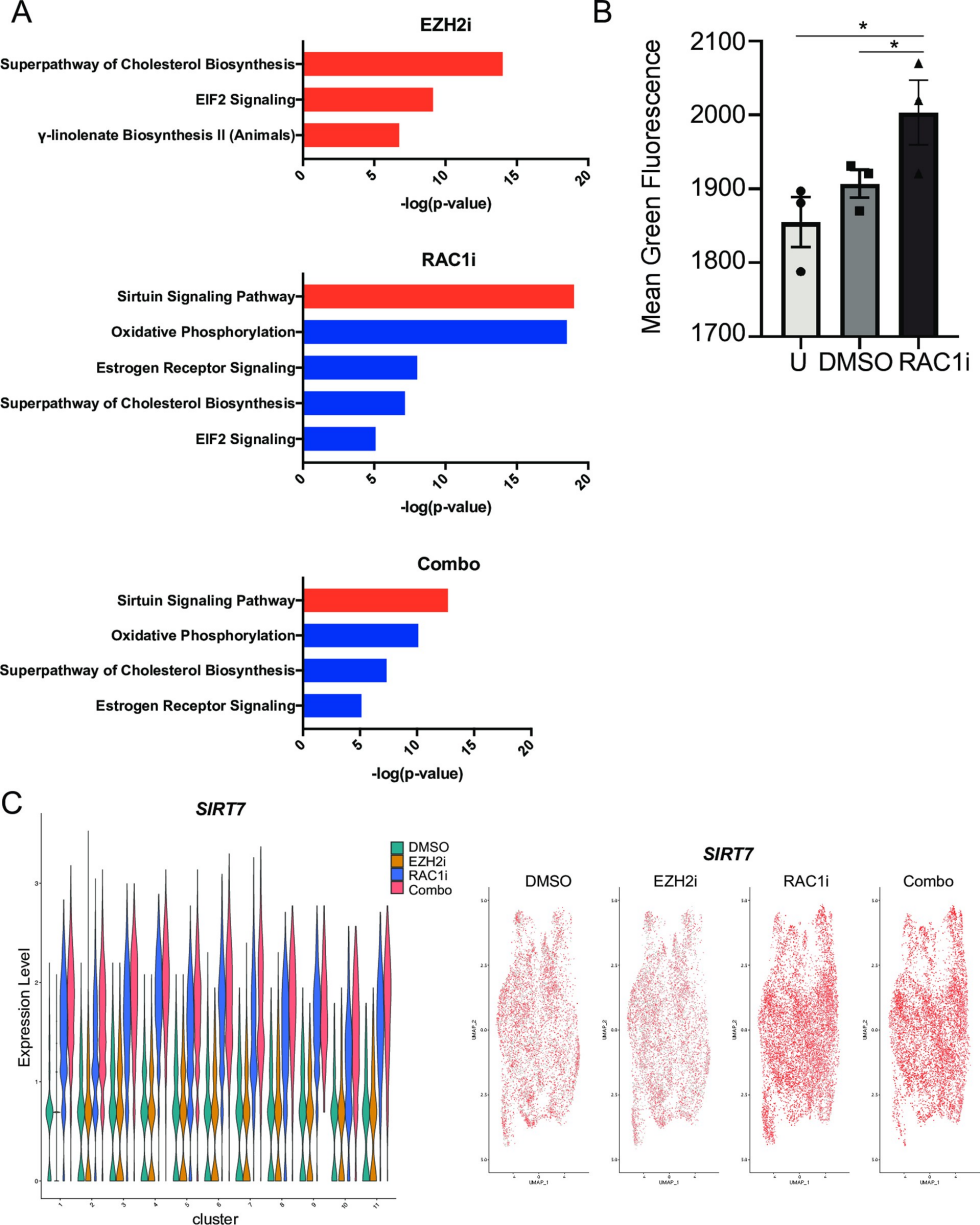
RAC1 inhibition results in a decrease in oxidative phosphorylation. (A) Enriched pathways identified by IPA of gene expression alterations in cluster 2 of the indicated treatment compared to DMSO. Orange or blue bars indicate a positive or negative activation z-score, respectively, as calculated by IPA based on expected directionality of expression changes. (B) Graph of mean green fluorescence intensity of cells untreated (U) or treated with DMSO and RAC1i (50 μM, 48H) followed by JC-1 staining for 30 minutes and analysis by flow cytometry. Graph depicts mean -/+ SEM. N = 3. *P<0.05. (C) Violin and UMAP dot plots of *SIRT7* expression levels in the different clusters and sample types.

### RAC1 inhibition induces differentiation of OC cells

Previously, we had demonstrated that RAC1i and EZH2i combination treatment reduced the ALDH+ population of OCSCs [9]. Therefore, we were interested in determining if combination treatment had any cell cluster-specific effects on the expression of key genes associated with OCSCs. 

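ALDH1A1 (ENSG00000165092) is a protein-coding gene on chromosome 9 of GRCh38, from 72900671 to 73080442 on the reverse strand. In the DMSO library it had 3914 UMIs, or 19.7 CPM (19.0–20.3), and was found in all 11 rebuilt clusters. Its level ranged from 11.7 CPM in the Misc 3-like cluster to 24.1 CPM in cluster 5, which had no name, a 2.05-fold range. It was at 21.6 CPM in cluster 1, at 19.8 CPM in the Misc 1-like cluster, at 13.8 CPM in the CDD-like cluster (11.7–16.2) and at 21.8 CPM in the Misc 4-like cluster. The numbers of the rebuilt clusters are not those of Fig 5A, so a cluster here need not hold the cells of the paper's cluster.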

*ALDH1A1* was predominantly expressed in clusters 3–9 and 11 in DMSO treated cells (Fig 5A). *CD24* and *SOX2* were more uniformly expressed across all clusters in DMSO treated cells. 

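CD24 (ENSG00000272398) lies on chromosome 6 of GRCh38, from 106969831 to 106975627, and SOX2 (ENSG00000181449) on chromosome 3, from 181711925 to 181714436, and both are protein-coding. In the DMSO library CD24 was at 438 CPM (435–441) and SOX2 at 76.8 CPM (75.6–78.0). CD24 ranged from 271 CPM in the cell cycle/DNA repair-like cluster to 603 CPM in cluster 5, a 2.23-fold range, and is itself among the 10 leading genes of cluster 5. SOX2 ranged from 63.3 CPM in the Misc 4-like cluster to 90.4 CPM in cluster 8 (OXPHOS 7-like), a 1.43-fold range.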

In all clusters in which these genes were expressed, treatment with RAC1i alone or in combination with EZH2i reduced the expression of *ALDH1A1*, *SOX2*, *CD24* (Fig 5A). 

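ALDH1A1 fell to 2.32 CPM in RAC1i (2.13–2.52) and 1.90 CPM in Combo (1.72–2.10), a ratio to DMSO of 0.118 (0.108–0.129) and 0.0968 (0.0872–0.107). SOX2 was at 18.3 CPM in RAC1i (17.8–18.9) and 15.1 CPM in Combo (14.6–15.7), a ratio of 0.239 and 0.197. CD24 was at 230.5 CPM in RAC1i (229–232) and 209 CPM in Combo (207–211), a ratio of 0.527 and 0.477. Within clusters, the ratio of ALDH1A1 ranged from 0.0294 to 0.268 for RAC1i and from 0.0132 to 0.207 for Combo, with as few as 2 and 1 UMIs in the doublets-like cluster. The ratio of SOX2 ranged from 0.0963 to 0.571 and from 0.0802 to 0.433. Both genes were below DMSO beyond their intervals in 11 of 11 clusters in both libraries. All 3 genes fell by more than the median of all genes did.

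**Figure D5:**
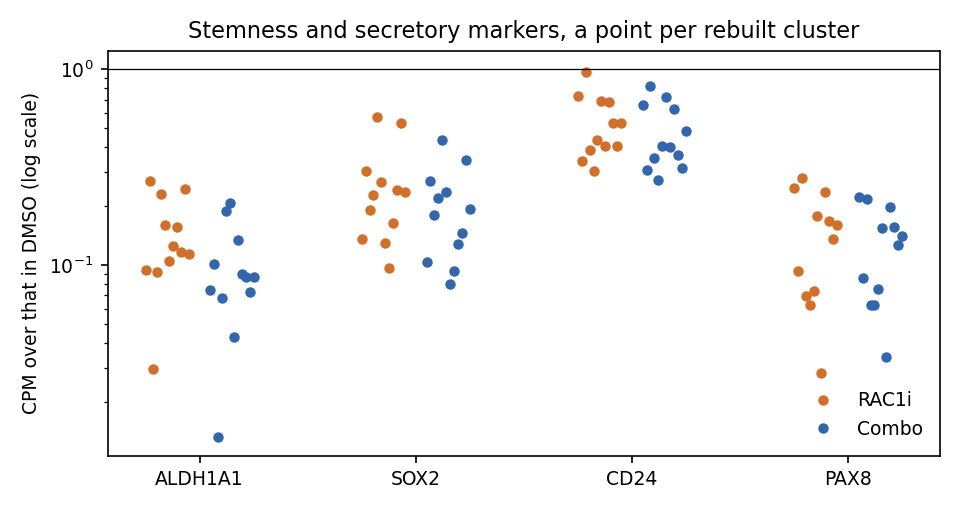
Ratio of CPM to that in DMSO (log axis) of ALDH1A1, SOX2, CD24 and PAX8, with a point per rebuilt cluster for RAC1i and for Combo and a line at 1. All points lie below 1, and CD24 comes closest to it at 0.972 in the doublets-like cluster in RAC1i.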

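Between clusters, the ratio of CD24 in RAC1i to DMSO ranged from 0.303 in the CDD-like cluster (0.290–0.318) to 0.972 in the doublets-like cluster (0.919–1.03), and its interval was below 1 in 10 of 11 clusters. In Combo it ranged from 0.270 to 0.820 in the same clusters, below 1 in 11 of 11. The highest ratio of a cluster over the lowest was 3.21 for CD24 in RAC1i and 3.03 in Combo. For ALDH1A1 it was 9.12 and 15.6, and for SOX2 it was 5.94 and 5.40, although few ALDH1A1 UMIs lie behind the lowest ratios. As plain ratios the range was widest for CD24 in both libraries. In RAC1i it ran from 0.303 to 0.972, against 0.0963 to 0.571 for SOX2 and 0.0294 to 0.268 for ALDH1A1. Which gene varied most between clusters therefore depended on the scale.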

Changes in *CD24* expression was more variable between clusters than *ALDH1A1* and *SOX2*. Additional genes commonly associated with OCSCs were either expressed at low levels (CD44, PROM1/CD133, ALDH1A2, ALDH1A3) and therefore expression changes with treatment were unable to be determined (S2 Fig). 

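CD44 had 437 UMIs in DMSO (2.19 CPM, 1.99–2.41), 514 in RAC1i (2.19 CPM, 2.00–2.38) and 364 in Combo (1.71 CPM, 1.54–1.90). Its ratio to DMSO was 0.997 for RAC1i (0.875–1.14), within counting error of no change. For Combo it was 0.779 (0.676–0.898), but its log2 value of −0.36 became 0.02 as the mean over cells of CPM and 0.03 after thinning to 5000 UMIs. PROM1 had 12 UMIs in DMSO, 54 in RAC1i and 41 in Combo, the last 0.193 CPM. ALDH1A2 had 120, 81 and 61 UMIs, and ALDH1A3 had 59, 57 and 61. A UMI of PROM1 was found in 0.159% of DMSO cells (12 of 7531), 0.529% of RAC1i cells and 0.485% of Combo cells. Thinned to 5000 UMIs, these shares were 0.0446%, 0.152% and 0.0544%. The ratio of PROM1 to DMSO was 3.81 for RAC1i (2.01–7.83) and 3.196 for Combo (1.65–6.68), and its log2 value in Combo of 1.68 became 0.29 after thinning. The ratio of ALDH1A2 was 0.572 (0.426–0.764) and 0.4755 (0.3435–0.6525), and its log2 value in Combo of −1.07 became −0.34 as the mean over cells of CPM. Within clusters the intervals were wide. For CD44 the interval held 1 in every cluster for RAC1i, and for Combo it was above 1 in 1 cluster and below 1 in 3. For ALDH1A2 it was below 1 in cluster 1 for RAC1i and in clusters 1 and 5 for Combo. For PROM1 the interval was above 1 in cluster 1 for RAC1i (11 UMIs against 2 in DMSO) and in clusters 1 and 2 for Combo (16 against 2 and 10 against 1). For ALDH1A3 it held 1 in every cluster for RAC1i, and for Combo it was below 1 in cluster 1 (6 against 18) and above 1 in cluster 10 (5 against 0).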

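ALDH2 was at 14.8 CPM in DMSO, 2.77 CPM in RAC1i and 3.18 CPM in Combo, a ratio to DMSO of 0.187 (0.172–0.204) and 0.215 (0.197–0.233). The RAC1i and Combo ratios were 0.201 and 0.244 for ALDH6A1, 0.325 and 0.337 for ALDH7A1, and 0.475 and 0.552 for ALDH9A1, each with its interval below 1. ALDH7A1 had the highest level of these genes in DMSO, 105 CPM (103–106). In 11 of 11 rebuilt clusters ALDH6A1, ALDH7A1 and ALDH9A1 were below DMSO beyond their intervals in both libraries. ALDH2 was so in 10 of 11. The exception was cluster 9 (OXPHOS 7-like), where its ratio was 0.981 in RAC1i (0.534–1.73) and 0.846 in Combo (0.419–1.59), from 45 UMIs in DMSO.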

The expression of other expressed ALDH genes (ALDH2, ALDH6A1, ALDH7A1, ALDH9A1) also decreased across most clusters with RAC1i treatment alone or in combination with EZH2i (S2 Fig). Because our initial analysis had identified changes in cluster 2 with RAC1i treatment, which is enriched for genes associated with cell development and differentiation (Fig 2C), we also examined expression of *PAX8*, an early secretory marker commonly expressed in EOC [27, 28]. 

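PAX8 (ENSG00000125618) is a protein-coding gene on chromosome 2 of GRCh38, from 113215997 to 113278921 on the reverse strand, and encodes a transcription factor of Müllerian epithelium. In the DMSO library it had 70678 UMIs, or 355 CPM (352–358). Its level ranged from 274 CPM in the Misc 4-like cluster to 420.1 CPM in cluster 8 (OXPHOS 7-like), a 1.53-fold range over the 11 rebuilt clusters. After thinning to 5000 UMIs 77.4% of DMSO cells (5207 of 6725, 76.4–78.4%) had a PAX8 UMI, and 90.6% unthinned.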

*PAX8* expression was uniform in control DMSO and EZH2i samples. However, in samples treated with RAC1i alone or in combination, *PAX8* expression decreased across all clusters (Fig 5B, top panels). 

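PAX8 was at 54.3 CPM in RAC1i (53.4–55.2) and 47.8 CPM in Combo (46.9–48.8), a ratio to DMSO of 0.153 (0.150–0.156) and 0.135 (0.132–0.138). It was below DMSO beyond the interval in 11 of 11 rebuilt clusters, with ratios from 0.0281 in the cell cycle/DNA repair-like cluster to 0.278 in the doublets-like cluster for RAC1i and from 0.0341 to 0.222 for Combo. Thinned to 5000 UMIs, 18.4% of RAC1i cells (1696 of 9200, 17.6–19.2%) and 16.6% of Combo cells (1223 of 7354, 15.8–17.5%) had a PAX8 UMI. The unthinned shares were 42.2% in both.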

Next, we examined the expression of *OVGP1*, a marker for intermediate secretory cells reported to be expressed in OC [29, 30]. 

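OVGP1 (ENSG00000085465) is a protein-coding gene on chromosome 1 of GRCh38, from 111414319 to 111427735 on the reverse strand, and encodes oviductal glycoprotein 1. The 7531 DMSO cells held 28 OVGP1 UMIs, or 0.141 CPM (0.0935–0.203). These UMIs lay in 28 cells, 0.372% of the library (0.247–0.537%). The highest level in a rebuilt cluster was 0.460 CPM, in the CDD-like cluster, and clusters 8, 9 and 10 held no OVGP1 UMI, which at their depth does not exclude expression.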

Expression of *OVGP1* in DMSO and EZH2i alone samples was low in all clusters. However, treatment with RAC1i or combination of RAC1i and EZH2i induced expression of *OVGP1* across all clusters (Fig 5B, bottom panels). 

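The kept cells held 2494 OVGP1 UMIs in RAC1i (10.6 CPM, 10.2–11.0) and 1647 in Combo (7.74 CPM, 7.37–8.12). The ratio to DMSO was 75.5 for RAC1i (52.1–114) and 55.0 for Combo (37.9–83.1), and its width comes from the few UMIs in DMSO. In the 8 rebuilt clusters with an OVGP1 UMI in DMSO the ratio was above 1 beyond its interval in both libraries. Its level in a cluster ranged from 4.15 CPM (cluster 1) to 17.2 CPM (Misc 1-like) in RAC1i and from 1.42 CPM (doublets-like) to 25.4 CPM (cluster 8) in Combo. Thinned to 5000 UMIs, an OVGP1 UMI was found in 0.134% of DMSO cells (9 of 6725, 0.0612–0.254%), 5.51% of RAC1i cells (507 of 9200, 5.05–6.00%) and 3.82% of Combo cells (281 of 7354, 3.39–4.29%). Unthinned, 19.5% of RAC1i cells and 16.6% of Combo cells had such a UMI. These low shares do not separate cells without OVGP1 from cells whose few molecules were not captured.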

To validate this finding, we treated OVCAR3 cells with EZH2i or RAC1i alone or in combination and performed immunofluorescence for OVGP1 and proliferation marker Ki-67. Consistent with our single cell data, treatment with RAC1i alone or in combination with EZH2i induced the expression of OVGP1 (Fig 5C). OVGP1 stained cells co-stained with Ki-67 indicated that OVGP1 expression was induced in proliferating cells (Fig 5C). Altogether, this data suggests that stemness markers are expressed by most cells in the HGSOC cell line OVCAR3 and that RAC1i alone or in combination caused the cells to become more differentiated, based on reduced expression of stemness markers and increased expression of OVGP1, an intermediate secretory cell marker.

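In DMSO treated cells thinned to 5000 UMIs, 82.0% had a CD24 UMI (5512 of 6725, 81.0–82.9%), 29.7% a SOX2 UMI (1996 of 6725, 28.6–30.8%) and 9.28% an ALDH1A1 UMI (624 of 6725, 8.60–10.0%). The unthinned shares were 96.4%, 69.3% and 31.4% at a median of 26750 UMIs per cell, so the share of cells that express SOX2 or ALDH1A1 was limited by depth. In RAC1i the thinned shares were 53.7%, 9.57% and 1.25%, and in Combo 49.6%, 8.68% and 0.721%. Unthinned, they were 78.2%, 27.8% and 4.55% in RAC1i and 76.2%, 25.9% and 4.19% in Combo. The paper reasons from the lower expression of stemness markers and the higher expression of OVGP1, an intermediate secretory marker, and proposes that RAC1i alone or in combination made the cells more differentiated.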

**Fig 5:**
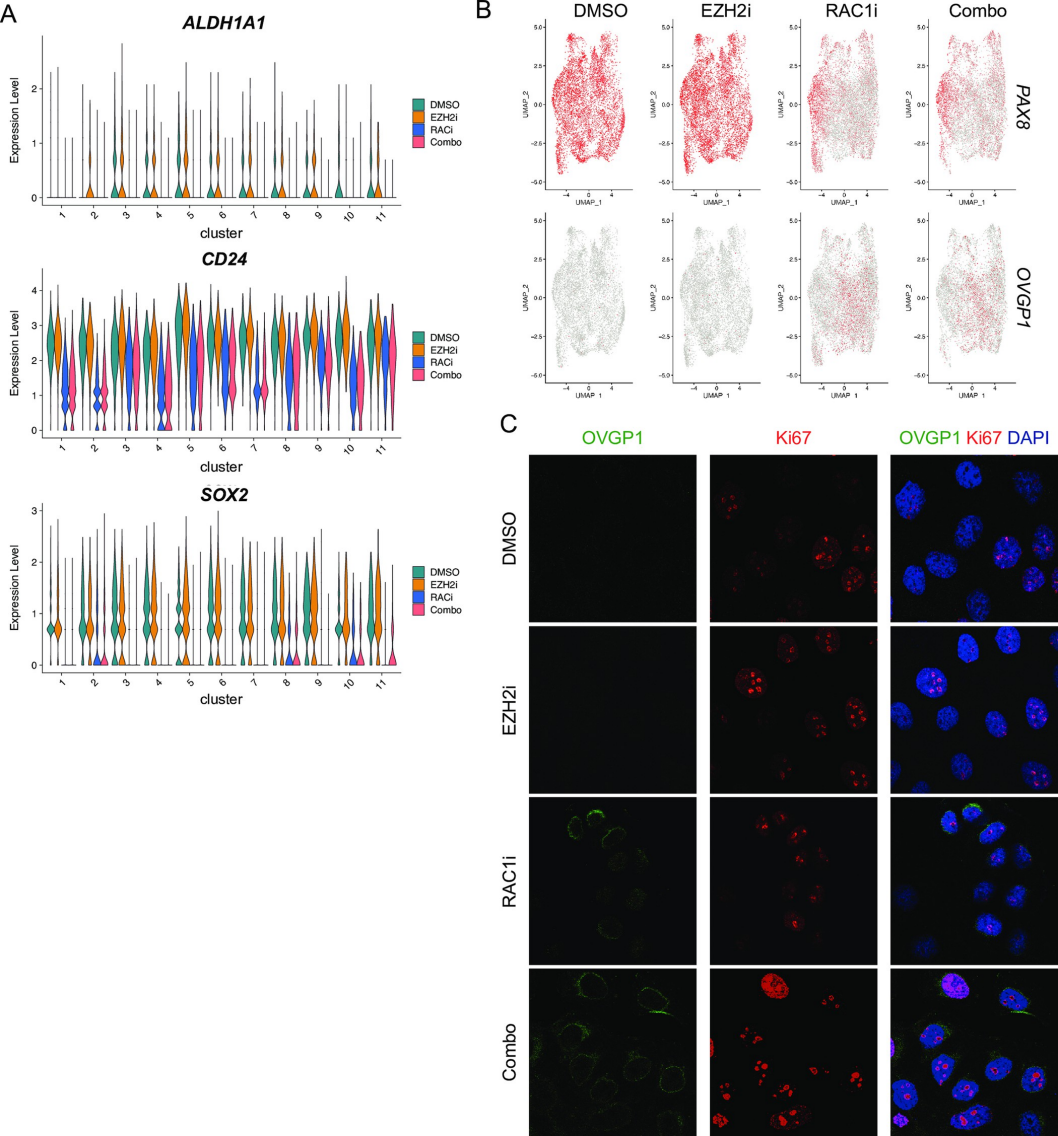
RAC1 inhibition reduces stem cell marker expression in most clusters. (A) Violin plots of expression levels of indicated genes in the different clusters and sample types. (B) UMAP dot plots of normalized gene expression values in the indicated sample types. (C) Representative immunofluorescence images of OVGP1 (green) and Ki67 (red) staining after DMSO, EZH2i (5 μM, 48H), RAC1i (50 μM, 48H), or Combo (RAC1i + EZH2i) treatment. N = 3.

## Discussion

Single cell transcriptomics provides a powerful means of investigating changes in gene expression at the level of individual cells. While traditional bulk RNA-sequencing gives an overall picture of transcriptomics throughout the entire sample, effects on individual subpopulations can be difficult to infer. In this regard, based on our previous study using bulk RNA-seq showing epigenetic treatment effects on stemness-associated genes and the WNT signaling pathway in HGSOC [9], it was of interest to investigate the possible treatment effects at a single cell resolution. To this end, we used scRNA-seq to profile OVCAR3 cells before and after treatment with EZH2i or RAC1i alone or in combination. We identified cell clusters and treatment effects on individual clusters.

Previous studies have identified several classes of marker genes important for assessing OCSCs [31–33]. In this current study, expression levels of well-known OCSC markers, *ALDH1A1*, *CD24* and *SOX2* were used to assess the expression of stemness genes in the clusters. Recently, a study on the fallopian tube epithelium (FTE) using scRNA-seq [34] identified several marker genes of different cell types in the FTE, including secretory cells. *PAX8* and *OVGP1* were identified as marker genes of early and intermediate secretory cells, respectively. Because the FTE is a major site of origin of HGSOC, we also compared expression levels of the secretory marker genes *PAX8* and *OVGP1* across our samples. Uniform expression of *PAX8* and no *OVGP1* expression was seen in all clusters in the control and EZH2i-treated samples, indicative of early secretory cell populations and stemness. Expression levels of *ALDH1A1* tended to be more localized yet still prevalent throughout multiple clusters, and RAC1i treatment significantly reduced expression in all clusters. In contrast, expression of *OVGP1* was only detectable after treatment with RAC1i. The reciprocal changes in *PAX8* and *OVGP1* expression suggest that RAC1i treatment is altering secretory cell fates. As a result, we attempted to trace potential cell fates using the other markers in the study [34] but did not observe this phenomenon with any of the other epithelial markers. Nevertheless, these changes can be explored with trajectory analysis in the future.

In the cell differentiation and development cluster 2, we demonstrate that EZH2i and RAC1i combination treatment inhibited the OXPHOS pathway while activating the Sirtuin signaling pathway. The Sirtuin pathway is related to epithelial-to-mesenchymal transition (EMT) suppression and has been studied in lung and ovarian cancers [35, 36]. In particular, the SIRT1 gene represses EMT and antagonizes migration in vitro and metastases in vivo. On the other hand, OXPHOS is important to cell proliferation [37–39]. Studies have shown that CSCs derive energy from OXPHOS and in the presence of active OXPHOS, CSCs develop antioxidant mechanisms to manage ROS [40–44]. In this context, OC cells would no longer respond to ROS-inducing agents, a key shared feature of many current treatment options. As development of chemoresistance is a major obstacle in the treatment of OC patients, determining if the alteration in OXPHOS caused by treatment with RAC1i and EZH2i combination sensitizes HGSOC cells to platinum-based agents is an important question that warrants further investigation.

In a previous study [9], we showed that treatment targeting EZH2 and RAC1 in combination with platinum chemotherapy inhibits OCSCs. Unexpectedly, in our current study, EZH2 mediated effects were not apparent. The precise reason for this is unclear presently. It is possible that the significant effects seen in the bulk transcriptome analysis was an aggregate of incremental changes in multiple clusters, which individually would not be statistically significant. Due to the current limitations of single-cell protocols, there may not have been enough cells to investigate a few of the target pathways, especially the WNT signaling effects. Nevertheless, we detected significant changes after treatment with the RAC1 inhibitor alone or in combination with EZH2i.

## Conclusions

Although OC cell lines are widely used to test and validate treatments in vitro and in vivo, to date no single cell analysis studies of HGSOC cell lines have been reported in the literature. As such, the current study represents the first exploratory single-cell analysis of a HGSOC cell line transcriptome and distinguishable subpopulations sensitive to epigenetic combination treatment. Although most of the clusters were distinguished through their biological functions, gene signatures were identified that we believe will drive future research on targeted therapy, including the OXPHOS and Sirtuin pathways.

## Supporting information

S1 Fig RAC1 inhibition induces altered expression of some genes in bulk OVCAR3 cells. A and B) OVCAR3 cells were treated with DMSO, 5 μM. EZH2i, 50 μM RAC1i or combination for 48 hours. cDNA was made from RNA collected from bulk populations of cells and RT-qPCR was performed. Expression of the indicated gene was normalized to a housekeeping gene and then to the untreated control. N = 3. Graphs depict mean +/- SEM. *P<0.05, **P<0.01, ***P<0.001.
(DOCX) Click here for additional data file.

S2 Fig RAC1 inhibition reduces expression of several ALDH isoforms in most clusters. Violin plots of expression levels of indicated genes in the different clusters and sample types.
(DOCX) Click here for additional data file.

S1 Table Top genes enriched in each cluster. (DOCX) Click here for additional data file.

S2 Table Metascape analysis results using genes enriched in each cluster. (XLSX) Click here for additional data file.

S3 Table Number of cells in each cluster for each treatment group. (DOCX) Click here for additional data file.

S4 Table IPA analysis of differentially expressed genes in cluster 2 in the indicated comparisons. (XLSX) Click here for additional data file.

# Supplementary material for: Single-cell analysis of a high-grade serous ovarian cancer cell line reveals transcriptomic changes and cell subpopulations sensitive to epigenetic combination treatment
**Source:** PLoS One. 2022 Aug 3;17(8):e0271584. doi: 10.1371/journal.pone.0271584
**Supplement:** S1 Fig — A and B) OVCAR3 cells were treated with DMSO, 5 μM. EZH2i, 50 μM RAC1i or combination for 48 hours. cDNA was made from RNA collected from bulk populations of cells and RT-qPCR was performed. Expression of the indicated gene was normalized to a housekeeping gene and then to the untreated control. N = 3. Graphs depict mean +/- SEM. *P<0.05, **P<0.01, ***P<0.001.

**
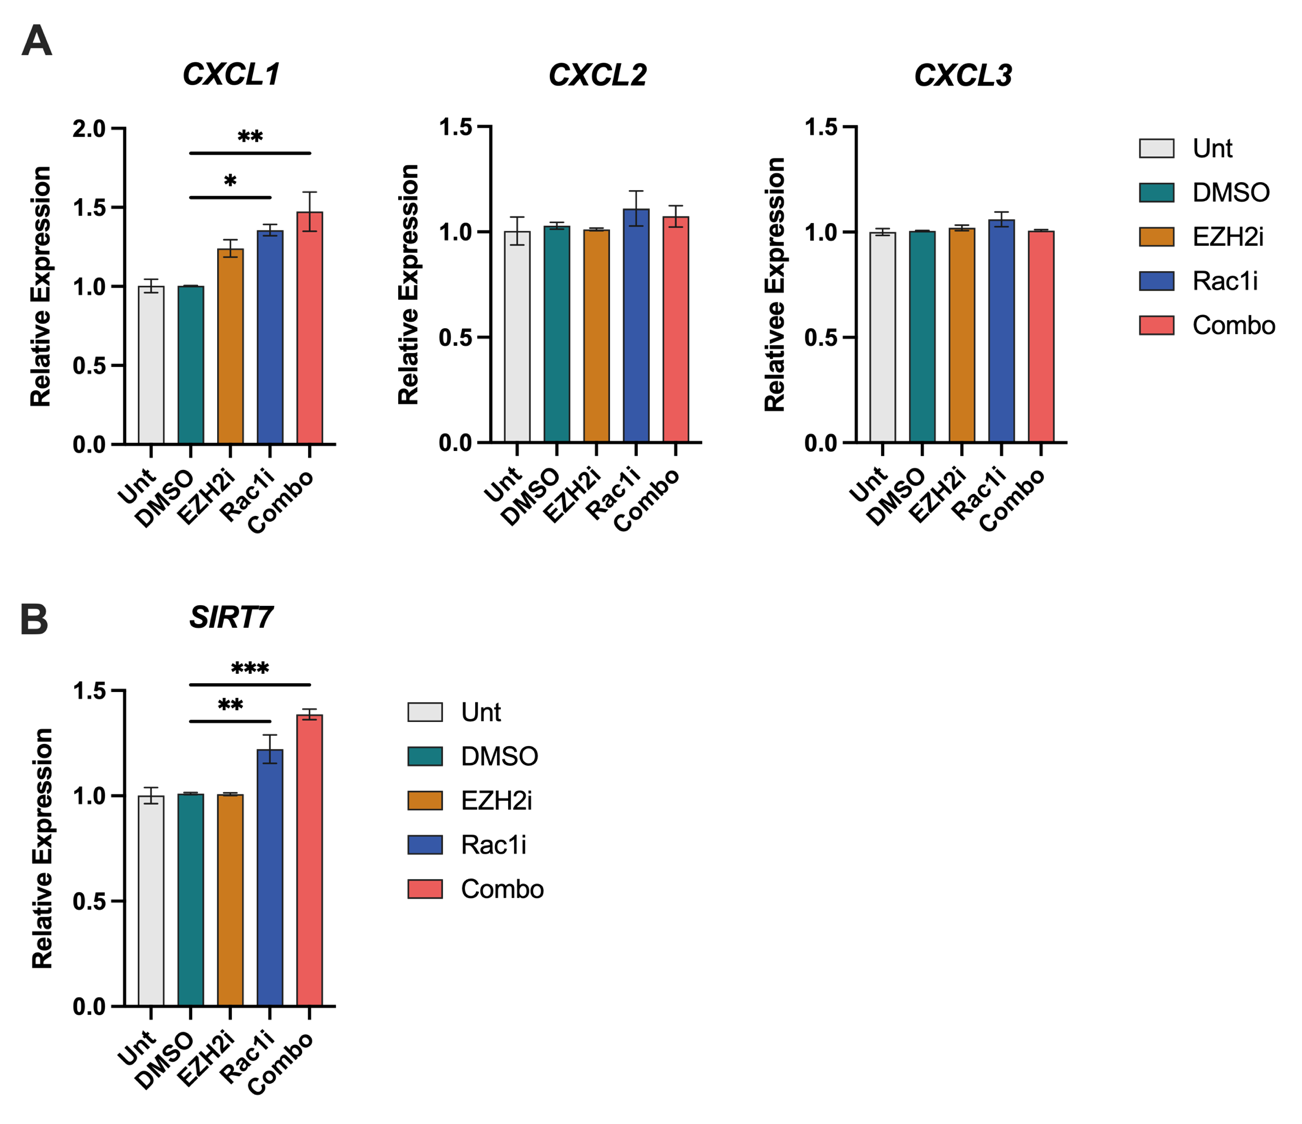
**

**S1 Fig.** **RAC1 inhibition induces altered expression of some genes in bulk OVCAR3 cells.** A and B) OVCAR3 cells were treated with DMSO, 5 μM

EZH2i, 50 μM RAC1i or combination for 48 hours. cDNA was made from RNA collected from bulk populations of cells and RT-qPCR was performed. Expression of the indicated gene was normalized to a housekeeping gene and then to the untreated control. N=3. Graphs depict mean +/- SEM. **P*<0.05, ***P*<0.01, ****P*<0.001.

# Supplementary material for: Single-cell analysis of a high-grade serous ovarian cancer cell line reveals transcriptomic changes and cell subpopulations sensitive to epigenetic combination treatment
**Source:** PLoS One. 2022 Aug 3;17(8):e0271584. doi: 10.1371/journal.pone.0271584
**Supplement:** S2 Fig — Violin plots of expression levels of indicated genes in the different clusters and sample types.

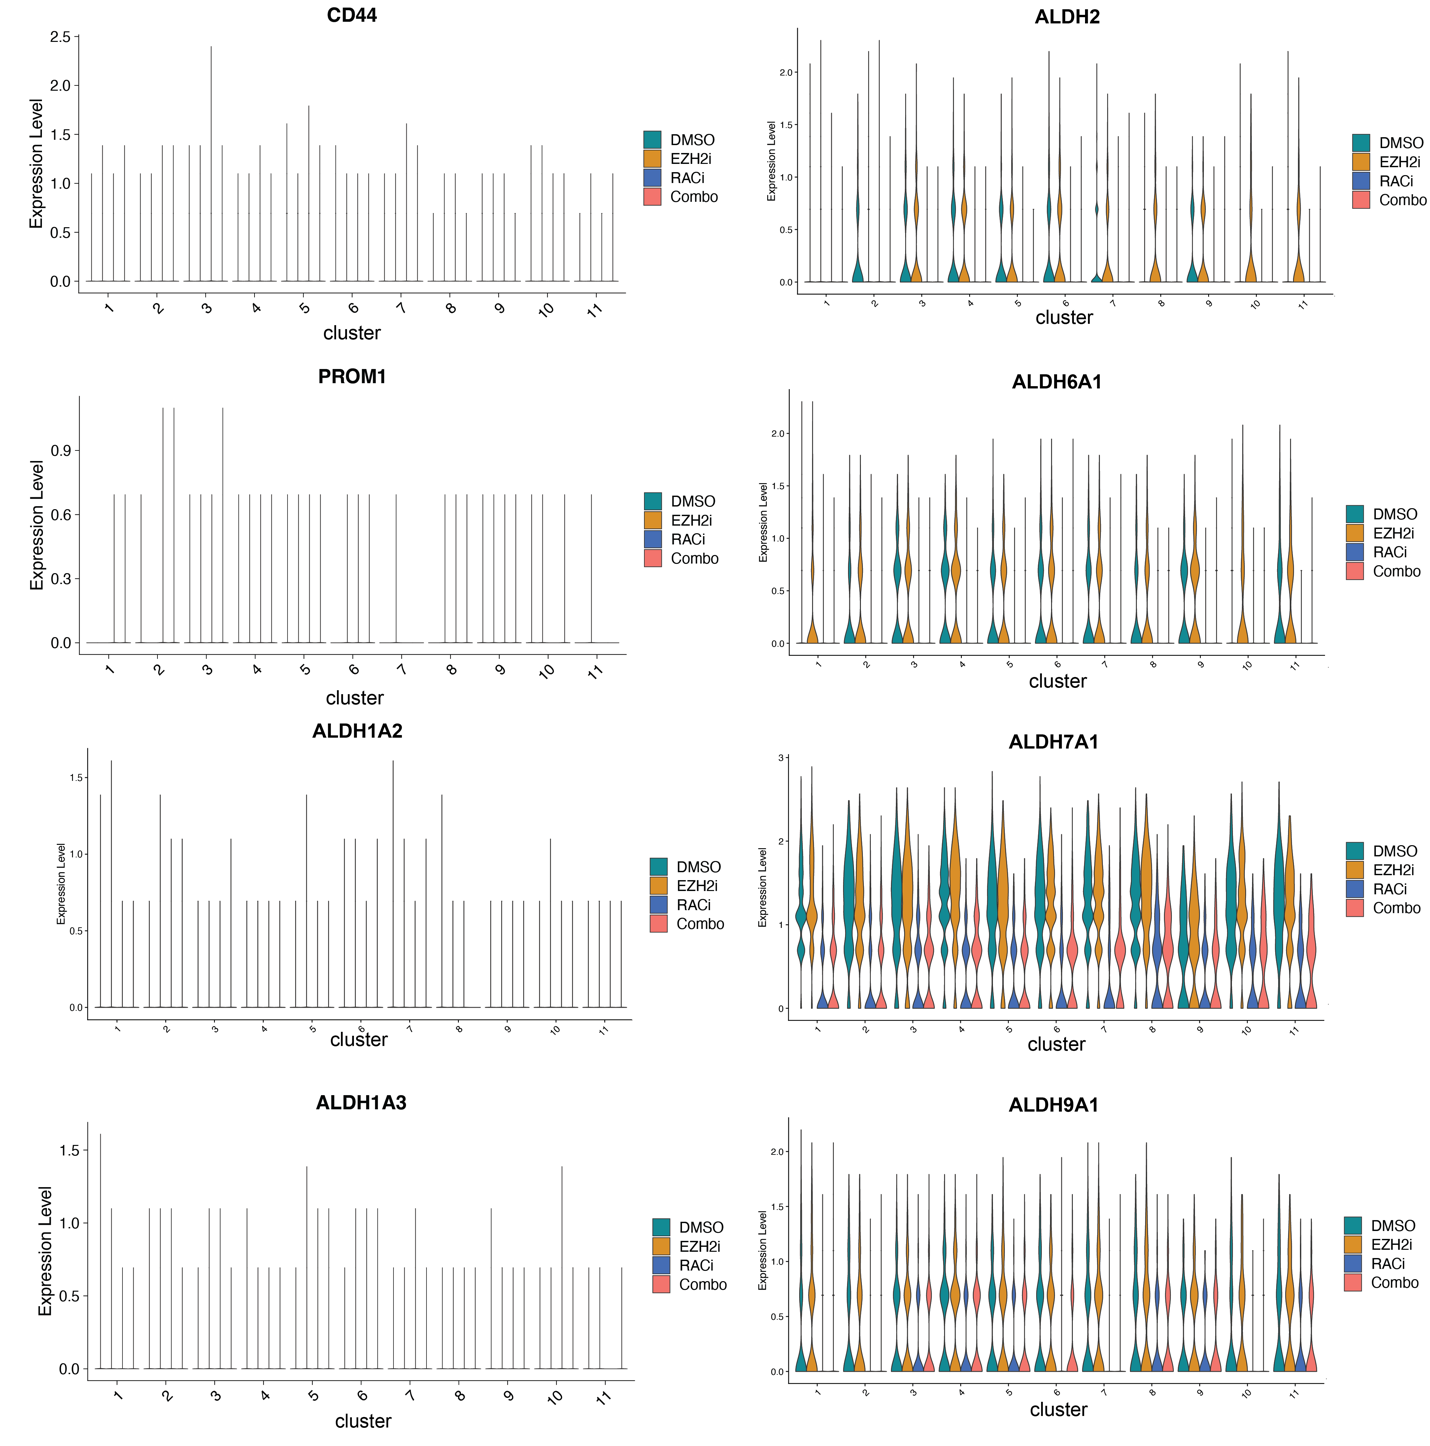

**S2 Fig.** **RAC1 inhibition reduces expression of several ALDH isoforms in most clusters.** Violin plots of expression levels of indicated genes in the different clusters and sample types.

# Supplementary material for: Single-cell analysis of a high-grade serous ovarian cancer cell line reveals transcriptomic changes and cell subpopulations sensitive to epigenetic combination treatment
**Source:** PLoS One. 2022 Aug 3;17(8):e0271584. doi: 10.1371/journal.pone.0271584
**Supplement:** S1 Table

| Cluster | Top genes enriched in each cluster |
| --- | --- |
| 1 | SNHG8, SNHG17, SNHG12 |
| 2 | MT2A, MT1X, GADD45B, NFKBIA, HES1, ID2, JUNB, ID1, MT1F, EID2 |
| 3 | SLPI, TM4SF1, CLU, NMU, MRPS6, UPK1B, GPRC5A, LRPAP1 |
| 4 | HIST1H4C, HIST2H2AC, HELLS, HIST1H1E, MKI67, PCLAF, TYMS, TUBB, RRM2, TOP2A |
| 5 | CXCL1, CXCL8, UCA1, CA2, IER3, CXCL2, FLG, IL6, CD70, CLDN1 |
| 6 | MALAT1, NEAT1, CP, SCD, KCNQ1OT1, MT-CO2, CDH6, MT-CO3, MUC1, MT-CO1 |
| 7 | PLCG2, FLG, AL627171.2, KCNQ1OT1, MT- ND6, MTRNR2L12, HEXIM1, MT-ND5, AC108134.2, AL355075.4 |
| 8 | CCNB1, CDKN3, HMMR, PTTG1, AURKA, CCNB2, DEPDC1, UBE2S, DLGAP5, CDC20 |
| 9 | GPX3, FTL, HIST1H4C, FTH1, DHCR24, SYNGR2, NME4, MYBL2, CCDC85B, GUK1 |
| 10 | CRYAB, FHL2, KRT7, S100A11, LGALS3, LGALS1, PPP1R14A |
| 11 | SNHG19, AC010997.5, AC103591.3, SNHG3, HOXA-AS2, SNHG4, IGFL2-AS1, SNHG25, CSKMT, AC245014.3 |

**Supplementary Table S1** – Top genes enriched in each cluster

# Supplementary material for: Single-cell analysis of a high-grade serous ovarian cancer cell line reveals transcriptomic changes and cell subpopulations sensitive to epigenetic combination treatment
**Source:** PLoS One. 2022 Aug 3;17(8):e0271584. doi: 10.1371/journal.pone.0271584
**Supplement:** S3 Table

| **Cluster** | **DMSO** | **EZH2i** | **RAC1i** | **Combo** |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | 1314 | 1213 | 1850 | 1362 |  |  |
| 2 | 518 | 568 | 2360 | 2021 |  |  |
| 3 | 823 | 907 | 1332 | 1132 |  |  |
| 4 | 993 | 1102 | 1070 | 841 |  |  |
| 5 | 691 | 742 | 982 | 859 |  |  |
| 6 | 953 | 849 | 684 | 580 |  |  |
| 7 | 640 | 719 | 577 | 556 |  |  |
| 8 | 551 | 527 | 376 | 303 |  |  |
| 9 | 386 | 473 | 564 | 210 |  |  |
| 10 | 402 | 294 | 224 | 211 |  |  |
| 11 | 259 | 257 | 188 | 157 |  |  |
| total | 7530 | 7651 | 10207 | 8232 |  |  |
|  |  |  |  |  |  |  |

**Supplementary Table S3:** Number of cells in each cluster for each treatment group.

How the deposited data were processed for this re-analysis (not part of the article)

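Counts of single cells from OVCAR3 cultures treated for 48 hours were used for 3 libraries, DMSO, RAC1i and Combo, with 1 library per condition. The counts deposited by the authors are whole numbers of UMIs per gene and cell barcode over 36601 genes, made with Cell Ranger with default settings on GRCh38, without normalization and without a later filter on cells. The EZH2i library, the RT-qPCR and the immunofluorescence were not analysed here. What follows was calculated from the deposited counts.

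Cells were kept with over 1000 genes, at most 20% mitochondrial UMIs and a complexity score over 0.8, the limits that the methods state. The kept cells held 96.0% of the UMIs of all DMSO barcodes, 92.2% for RAC1i and 88.5% for Combo. Genes were placed on GRCh38 with GENCODE 44, which held 36366 of the 36601 identifiers (99.36%).

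For expression, UMIs were summed over the kept cells of a library, or of a cluster within it, and given as CPM. Intervals are exact Poisson intervals for a CPM, exact conditional intervals for a ratio and Clopper-Pearson intervals for a share, all at 95%. They cover counting error only, since UMIs of a gene within a cell and cells within a culture are not independent. No test across samples, p-value or count of changed genes is given. For shares of cells with a UMI of a gene, each cell was thinned at random to 5000 UMIs and shallower cells were left out.

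For clusters, SCTransform was run on each library with the cell cycle scores and the mitochondrial share regressed out, the libraries were aligned by canonical correlation over 3000 genes, and Leiden clustering was run on a graph of 20 neighbours over 30 components. The lowest resolution in steps of 0.1 that gave 11 clusters was used. The alternative without integration used log-normalized counts of 3000 genes picked by dispersion in place of SCTransform. Cell cycle scores and mitochondrial share were not regressed out there, so it differs from the main clustering in more than the alignment. A cluster was named for a class of S1 Table, with "-like" added, when at least 2 of the class's markers were among its 10 leading genes (by log2 fold over other cells, among genes with at least 50 CPM) and the markers' median was at least 0.5. The names, and the missing EZH2i library, can make a cluster differ from that of the paper, and a cluster made up mostly of 1 library can reflect that library. Scrublet was run on each library but called at most 1 cell, so no cell was left out as a doublet.

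Gene lists were compared by the median log2 ratio of CPM plus 1 over genes with at least 10 CPM in the higher of the 2 libraries, and placed among 10000 random lists of as many genes drawn from 50 bins of mean expression. The lists written before the data were examined were OXPHOS genes encoded in the mitochondrial genome, nuclear genes of complex I and of complexes II to V, cholesterol biosynthesis, cytosolic ribosomal proteins, sirtuins and the CDD markers of S1 Table. The lists written later, to test explanations, were small nucleolar RNA host genes, decay factors, targets of the integrated stress response, metallothioneins, targets of NRF2 and immediate early genes. The limits on cells, the alignment, the choice of resolution, the depth of thinning, the minimum CPM for lists, the alternatives, the markers of each class and the rule for named genes were also set before the data were examined. The thresholds for naming a cluster were set after, and the numbers of neighbours, aligned genes and bins were not among the settings written beforehand.

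The genes named are every gene the paper names in its results and figures and the top genes of S1 Table, RAC1 and EZH2, the sirtuins, the 5 genes with the largest rise and the 5 with the largest fall in each comparison of libraries among genes with at least 50 CPM in the higher library, and the largest rise and fall of each list. Of the genes that this rule names in Combo over RAC1i, 1 is not reported here. SLC30A1, SLC39A10, HMOX1 and the genes ranked above SIRT7 in the Sirtuin row fall outside this rule and were chosen after their values were seen, as were the leading genes that are not markers.

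The alternatives were other limits on cells (a mitochondrial limit of 10%, or every deposited barcode), other scalings (TMM from edgeR, size factors from DESeq2, or a total without mitochondrial genes), the mean over cells of CPM, thinning to 5000 or 2500 UMIs, no minimum CPM for lists, all kept cells in place of the CDD-like cluster, 8 or 15 clusters, 5 other seeds, no integration, and clustering without markers and without genes that differed over 2-fold between libraries. For lists, the setting with every deposited barcode took the whole library, inside the CDD-like cluster or not. Leaving out the 8% of cells with the highest Scrublet scores was added after seeing the data.

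The calculations were tested on simulated data drawn from the counts for RAC1i over DMSO. The 95% interval held the true ratio for 94.62% of 2898 genes, and 100% of the 200 changed genes were among the 200 largest changes. Of 100 unchanged lists, 3.00% lay outside the central 95% of matched lists, and of the lists shifted by 1 on the log2 scale, 100% lay above it.

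The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, Seurat 5.3.0, sctransform 0.4.2, edgeR 4.0.16 and DESeq2 1.42.0. S4 Table was used only for tallies within a row, since the copy used here lacks some rows of Fig 4A, and 1 molecule of its RAC1i Sirtuin row was not found by name.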

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

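The test on SLC30A1 in this part was chosen after the result was seen.

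Small nucleolar RNA host genes, which the paper does not discuss as a group although some are markers in S1 Table, were higher in both treated libraries. Over all kept cells the median log2 ratio to DMSO of 26 genes was 2.00 (1.996) for RAC1i and 1.96 for Combo, above all of the matched random lists, with 23 and 22 of the genes higher. Gene length is argued against, since the medians lay at least 1.54 above the central 95% of lists matched on length and mean expression. The scaling of the libraries does not account for a rise of this size, since TMM moved the gene ratios to DMSO by a median of 0.0846. A block of nonsense-mediated decay or of translation, which would spare the spliced transcripts of these genes, could be a cause. The median of 7 decay factors that rise when this decay is blocked lay at percentile 95.4 of matched random lists for RAC1i and 94.3 for Combo, and at 97.9 and 97.0 in the CDD-like cluster. With 7 genes near the edge of the random lists, such a block cannot be told apart from other causes. With 1 library per condition, a difference between cultures also stays open.

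Metallothionein genes, some of which S1 Table lists among the top genes of the CDD cluster and which the text of the paper does not discuss, were also higher in both treated libraries. The median log2 ratio to DMSO of 5 genes over all kept cells was 5.03 for RAC1i and 5.61 for Combo, with 5 of 5 higher. Reads of these near-identical genes can be shared between them, so the ratio of a single gene is uncertain while the family as a whole is less so. Oxidative stress sensed by NRF2 stays open. Over all kept cells the median of 8 NRF2 targets was −0.92 for RAC1i, at percentile 4.65 and so among random lists, and −0.95 for Combo, at percentile 2.33, with 6 of 8 lower in each. HMOX1, too low there to be among the 8, rose 2.55-fold and 2.85-fold. In the CDD-like cluster, where HMOX1 was among the 8, the medians lay at percentiles 10.9 and 9.23. A metal load sensed by MTF1 may be a cause, since SLC30A1, a zinc exporter that MTF1 induces, rose 8.96-fold for RAC1i and 8.66-fold for Combo. S2 Table already lists this gene in a zinc row, so the test is not independent of the paper. SLC39A10, a zinc importer that MTF1 represses, went the other way, with a ratio of 2.02 and 1.86. A difference between cultures or media stays open.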

How the results depend on the processing

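The setting with the 8% of cells with the highest Scrublet scores left out was chosen after the results were seen. The values below are log2 ratios to DMSO, for RAC1i and then Combo where there are 2. The counts of single genes also include ratios of Combo to RAC1i.

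The ratios of single genes kept their direction in 84 of 84 cases with a total without mitochondrial genes, under both other limits on cells and under the added setting. Under TMM and DESeq2 size factors the sign changed for CD44 and SIRT3 in RAC1i and ALDH1A3 in Combo, and as the mean over cells of CPM also for ALDH1A3 in RAC1i, all with main values within counting error of 0. They moved beyond their counting interval in 42 cases under DESeq2, 32 under TMM, 30 with a total without mitochondrial genes, 15 with every deposited barcode, 12 with the mitochondrial limit of 10% and 1 under the added setting. As the mean over cells of CPM 54 of 84 moved, and after thinning 56 of 83. CD44 in Combo reversed, from −0.36 to 0.016 as the mean over cells of CPM and to 0.028 after thinning. Over the 74 ratios to DMSO the median move was 0.116 under DESeq2, 0.0846 under TMM and 0.188 as the mean over cells. The numbers of cells kept stayed within 1.5-fold under both other limits in all 3 libraries.

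Of the 16 ratios of shares of cells with a UMI, 13 moved unthinned and 13 after thinning to 2500 UMIs. For CXCL1 outside the immune-like cluster, the main values of 2.92 and 2.45 became 1.93 and 1.69 unthinned and 3.33 and 2.77 at 2500 UMIs, since these shares depend on depth by construction.

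Among the lists in the CDD-like cluster, cholesterol biosynthesis stayed within its range under all 6 alternatives. So did the sirtuins, whose range over 4 genes is wide and includes 0, and whose sign changed in RAC1i to −0.12 with no minimum CPM. The mitochondrially encoded OXPHOS genes were at −0.83 in RAC1i under TMM and at −1.93 and −1.79 with every barcode. For lists, every barcode means all barcodes of a library, inside the cluster or not. Nuclear complex I genes reversed in RAC1i, to 0.075 under TMM and 0.040 under DESeq2, and changed sign in Combo too, to 0.22 and 0.17. They were at −0.076 with every barcode and −0.10 in all kept cells in RAC1i. Genes of complexes II to V were at 0.26 and 0.38 under TMM, 0.23 and 0.33 under DESeq2, 0.17 and 0.28 with every barcode, and 0.15 in RAC1i in all kept cells. Ribosomal protein genes were at 0.48 and 0.53 under TMM and 0.45 and 0.48 under DESeq2. The CDD markers in RAC1i were at 3.16 with every barcode and 3.13 (3.135) in all kept cells. A change of scaling adds nearly the same amount to the log2 ratio of every gene, which is the cause of the moves under TMM and DESeq2. The cause of the others was not tested.

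The shares of clusters depended most on the clustering. The CDD-like share was above DMSO under each alternative that had such a cluster, at 1.39 and 1.47 with 15 clusters, 3.74 and 3.86 with seed 2, 0.80 and 0.88 with seed 3, 2.93 and 3.01 with seed 4, 3.24 and 3.31 with seed 5, and 3.65 and 3.74 with seed 6. It was at 0.29 and 0.32 without markers and changed genes, and without integration, with 0 such cells in DMSO, at least 9.576 and 9.28 by the exact interval (9.88 and 9.58 with 3 cells put in place of 0). The Misc 4-like share stayed below DMSO, at −1.66 and −1.32 with 15 clusters and at −7.70 and −9.85 (−12.9 to −7.99, from 2 cells) without integration. The immune-like share was at 1.35 and 1.35 with 15 clusters, −0.14 and −0.12 with 8 clusters, the Combo value reversed, 0.74 and 0.81 with seed 2, 0.76 and 0.87 with seed 3, 0.71 and 0.78 with seed 4, 0.82 and 0.87 with seed 5, and 0.62 and 0.70 with seed 6. The Misc 3-like share stayed within its interval except in Combo with the highest Scrublet scores left out, at −1.02. The cause was not tested.

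No value could be given where no cluster had the name: CDD-like with 8 clusters, Misc 4-like with 8 clusters, with seed 3 and without markers and changed genes, and Misc 3-like and immune-like without integration and without markers and changed genes. Cells called doublets by Scrublet were not left out, for expression or for shares, since it called 0, 0 and 1 cells. Depth limits the genes with few UMIs, such as PROM1 with 12 in DMSO, and the share of cells with a UMI of SOX2, ALDH1A1 or OVGP1. No paired analysis was possible because each condition had 1 library and no number links the cultures.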

Differences from the paper's values

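A share is taken here to differ from the paper's where its interval leaves out the paper's value and one is over 1.5 times the other, and a CDD share on the ratio of 1.5 alone. A log2 ratio of shares is taken to differ where its sign is opposite or it is farther from the paper's than the mean distance of the main value from the ends of its interval.

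The share of the immune cluster was 5.83% in DMSO, where S3 Table of the paper gives 9.18%, and of the alternatives set before the data were examined seeds 2, 4, 5 and 6 do not differ from it by this rule (11.3% to 13.7%), while seed 3, 8 clusters and 15 clusters do. It was 6.36% in RAC1i and 6.86% in Combo, where the paper gives 9.62% and 10.4%. With 15 clusters neither differs, and with 8 clusters and seeds 2 to 6 both do.

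The share of the Misc 4 cluster was 1.02% in RAC1i and 1.44% in Combo, where the paper gives 2.20% and 2.56%. With 15 clusters the shares, 2.18% and 2.75%, do not differ, and under seeds 2, 4, 5 and 6 and without integration they do.

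The log2 ratio of the Misc 4 share to that in DMSO was −2.54 in RAC1i, where the paper's shares give −1.28, and 15 clusters, seeds 2, 4, 5 and 6 and no integration all differ from it. In Combo it was −2.04 where the paper's shares give −1.06, and with 15 clusters, at −1.32, it does not differ while under the other 5 alternatives it does. The log2 ratio of the Misc 3 share was 0.46 in RAC1i and −0.66 in Combo, where the paper's shares give 0.11 and −1.01. All 7 alternatives (8 clusters, 15 clusters and seeds 2 to 6) differ from both. With the 8% of cells with the highest Scrublet scores left out, an alternative chosen after seeing the values, the Combo value was −1.02.

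The main CDD shares do not differ from those of S3 Table or of the paper's text, but in DMSO every alternative does (15 clusters, no integration, seeds 2 to 6, and clustering without markers and changed genes). The main log2 ratios to DMSO of the CDD and immune shares do not differ from those of the paper's shares either. All 8 alternatives for CDD and all 7 for the immune cluster do, in RAC1i and in Combo.

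The paper states that SIRT7 rose the most among the genes of its Sirtuin pathway. In the CDD-like cluster SIRT7 ranked at 6 in RAC1i and at 5 in Combo by log2 ratio to DMSO. These ranks are of CPM ratios in a rebuilt cluster and need not match the paper's measure. Of the genes above SIRT7 in RAC1i, GADD45B is a marker that named the cluster. TNF and GADD45G were at only 1.47 and 2.94 CPM in DMSO, while CRTC2 and GADD45A were at 18.95 and 62.3 CPM. The paper places ALDH1A1 in DMSO treated cells mainly in 8 of its clusters (clusters 3 to 9 and 11). In the rebuilt clusters, whose numbers are not the paper's, it was found in all 11, over a 2.05-fold range.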

Other observations

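The tests on the mitochondrial share in this part were chosen after the result was seen.

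The share of mitochondrial UMIs was lower in the treated libraries, with a median per cell of 5.60% in DMSO, 1.66% in RAC1i and 1.58% in Combo. The filter on cells is argued against, since over every deposited barcode the higher of the ratios to DMSO was 0.292. Depth is argued against in the same way, with a ratio of 0.289 when medians within 4 ranges of UMIs per cell were weighted alike. The exception was the range from 5000 to 10000 UMIs, with 0.775% in DMSO against 2.71% in RAC1i and 3.44% in Combo. A few abundant genes taking the counts are argued against by the median of the mitochondrially encoded genes, which lay 1.41 below that of all genes (−1.41 on the log2 scale). A tail of damaged DMSO cells is argued against by the lower quartile of the share, with a ratio of 0.373. A difference in handling between the cultures stays open, as does an effect of RAC1i on mitochondrial transcripts.

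Over all genes the treated libraries lay far from DMSO and close to each other. The SD of the log2 ratios was 1.14 for RAC1i and 1.08 for Combo to DMSO, and 0.190 for Combo to RAC1i. Depth is argued against, since after thinning the SD to DMSO was at least 5.60 times that between the treated libraries. Gene length is argued against, since at least 98.1% of the variance was left within 10 length bins. Other chromosome copy numbers are argued against as the main cause, since 99.4% of the variance was left after each chromosome's median was removed. A small part from copy number stays open in RAC1i, where the SD of chromosome medians, 0.116, lay above that of random regroupings (0.0528–0.104), with the farthest median on chromosome 22 at −0.36 over 183 genes. With 1 library per condition, an effect of RAC1i and a difference of the DMSO culture from both treated cultures remain open.

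Chemokines and IL6 were lower in Combo than in RAC1i, with a ratio of 0.572 for CXCL1 (0.566–0.578), 0.573 for CXCL2, 0.663 for CXCL3, 0.406 for CXCL8 and 0.560 for IL6. A smaller share of immune-like cells is argued against, since CXCL1 was lower in 11 of 11 rebuilt clusters, with 0.623 as the highest ratio. IL6 was lower in 11 of 11 as well. An effect of EZH2i and a difference between the cultures stay open.

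For CXCL1 outside the immune-like cluster, free RNA from immune-like cells as the whole source is argued against, since free RNA would bring the 4 chemokines in the same proportion. Their level outside over that inside differed 3.89-fold between genes in RAC1i and 2.36-fold in Combo. A part from free RNA stays open.

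By the rule for named genes, the largest rises in RAC1i over DMSO were AC100800.1 with a ratio of 404 (281–603), AC095055.1 with 243.5, KLK15 with 165, and MT2A and IL6 with 49.4 each. The largest falls were LMO3 to 0.0343, TMEM100 to 0.0355, TSHR to 0.0359, CDH6 to 0.0415 and RAB11FIP4 to 0.0438. In Combo over DMSO the largest rises were MT1B with 6429 (2200–31179, from 3 UMIs in DMSO), AC095055.1 with 179.6, KLK15 with 139, MT2A with 70.6 and MT1X with 49.6. The largest falls were TMEM100 to 0.0245, LMO3 to 0.0271, TSHR to 0.0293, CDH6 to 0.0311 and RAB11FIP4 to 0.0406. In Combo over RAC1i the largest rises included MT1B with 2.20, B3GAT3 with 1.504, MT1X with 1.496 and MTRNR2L12 with 1.45. The largest falls beside IL6 and CXCL1 were ADAMTS5 to 0.572, IGFBP3 to 0.581 and TMEM45A to 0.595. The reads of MT1B, MT1X and MT2A can be shared with near-identical genes, and those of MTRNR2L12 with mitochondrial rRNA.

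The drug target RAC1 was at 462 CPM in DMSO, 589.7 in RAC1i and 577 in Combo, and EZH2 at 32.1, 12.4 and 15.2 CPM. The inhibitors act on the proteins, so these values do not check the labels.

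MKI67 was at 177 CPM in DMSO, 65.6 in RAC1i and 68.4 in Combo. After thinning to 5000 UMIs, MKI67 was found in 17.8% of RAC1i cells with an OVGP1 UMI (90 of 507, 14.5–21.4%) and in 21.4% of those without, and in 19.2% (54 of 281) and 22.6% in Combo. Unthinned, the shares were 56.4% against 46.4% in RAC1i and 58.1% against 51.0% in Combo, with cells with an OVGP1 UMI deeper, at a median of 28386 against 19068 UMIs in RAC1i.

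Of the lists not reported above, the CDD markers had a median log2 ratio of 3.80 in RAC1i and 3.86 in Combo within the CDD-like cluster, which they define. Over all kept cells the immediate early genes had a median of 1.29 and 1.47, above all of the matched random lists, and the targets of the integrated stress response −0.61 and −0.74, at percentiles 8.67 and 3.19. In Combo over RAC1i, 35 of 37 nuclear genes of complex I and 15 of 16 cholesterol biosynthesis genes were higher, with medians of 0.14 and 0.27.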
